# Transcriptional time course after rotator cuff repair in 6 month old female rabbits

**DOI:** 10.3389/fphys.2023.1164055

**Published:** 2023-05-09

**Authors:** Laura S. Vasquez-Bolanos, Michael C. Gibbons, Severin Ruoss, Isabella T. Wu, Mary C. Esparza, Donald C. Fithian, John G. Lane, Anshuman Singh, Chanond A. Nasamran, Kathleen M. Fisch, Samuel R. Ward

**Keywords:** rotator cuff repair, transcriptome analysis, time series data, rotator cuff muscle dysfunction, muscle biology, muscle atrophy

## Abstract

**Introduction:** Rotator cuff tears are prevalent in the population above the age of 60. The disease progression leads to muscle atrophy, fibrosis, and fatty infiltration, which is not improved upon with surgical repair, highlighting the need to better understand the underlying biology impairing more favorable outcomes.

**Methods:** In this study, we collected supraspinatus muscle tissue from 6 month old female rabbits who had undergone unilateral tenotomy for 8 weeks at 1, 2, 4, or 8 weeks post-repair (*n* = 4/group). RNA sequencing and enrichment analyses were performed to identify a transcriptional timeline of rotator cuff muscle adaptations and related morphological sequelae.

**Results:** There were differentially expressed (DE) genes at 1 (819 up/210 down), 2 (776/120), and 4 (63/27) weeks post-repair, with none at 8 week post-repair. Of the time points with DE genes, there were 1092 unique DE genes and 442 shared genes, highlighting that there are changing processes in the muscle at each time point. Broadly, 1-week post-repair differentially expressed genes were significantly enriched in pathways of metabolism and energetic activity, binding, and regulation. Many were also significantly enriched at 2 weeks, with the addition of NIF/NF-kappaB signaling, transcription in response to hypoxia, and mRNA stability alongside many additional pathways. There was also a shift in transcriptional activity at 4 weeks post-repair with significantly enriched pathways for lipids, hormones, apoptosis, and cytokine activity, despite an overall decrease in the number of differentially expressed genes. At 8 weeks post-repair there were no DE genes when compared to control. These transcriptional profiles were correlated with the histological findings of increased fat, degeneration, and fibrosis. Specifically, correlated gene sets were enriched for fatty acid metabolism, TGF-B-related, and other pathways.

**Discussion:** This study identifies the timeline of transcriptional changes in muscle after RC repair, which by itself, does not induce a growth/regenerative response as desired. Instead, it is predominately related to metabolism/energetics changes at 1 week post-repair, unclear or asynchronous transcriptional diversity at 2 weeks post-repair, increased adipogenesis at 4 weeks post-repair, and a low transcriptional steady state or a dysregulated stress response at 8 weeks post-repair.

## 1 Introduction

Rotator cuff (RC) tears are prevalent in the general population over the age of 60 (MacDermid et al., 2004; Yamamoto et al., 2010; Sayampanathan and Andrew, 2017; Collin et al., 2019) with over 400,000 surgical repairs performed in the United States yearly (McElvany et al., 2015). Clinical studies demonstrate that surgical repair does not improve or reverse the muscle atrophy and fatty infiltration developed at chronic states of disease (Gerber et al., 2000; Galatz et al., 2004; Gladstone et al., 2007; Cho and Rhee, 2009; Park et al., 2015). This is counter to what is expected because with muscle loading, as it is well documented that hypertrophy and growth/regeneration transcriptional programs are active (Perry & Rudnick, 2000; Bodine et al., 2001; Flück et al., 2005; Glass, 2005; Dalbo et al., 2011; Egerman & Glass, 2014). This disconnect between reloading and a positive anabolic response could be related to altered mechanotransduction, signaling, transcriptional activity, protein synthesis, or myofibrillar assembly.

The biological activity (specifically transcriptional activity and histology) of muscle after RC tear has been more aggressively investigated than after surgical RC repair in a range of animal models from mice, rats, rabbits, and sheep (Gibbons et al., 2018; Hu et al., 2019; Chaudhury et al., 2016; Choo et al., 2014; Flück et al., 2017 & 2020; Tashjian et al., 2020; Lee et al., 2018; Derwin et al., 2010; Rowshan et al., 2010; Vasquez-Bolanos et al., 2021). All models have advantages and disadvantages. For example, mice and rats require a tenotomy and neurotomy to reproduce the muscle structural phenotypes observed in humans, thereby negating the possibility of a functional repair. Rabbit and sheep appear to undergo fatty infiltration and atrophy changes without the associated nerve injury required in small animals, but sheep are generally more expensive and time intensive, making rabbits an appealing model choice for RC injury and repair.

In the RC surgical repair literature, there is a larger focus on acute repair, where a tenotomy and repair are performed simultaneously, and surgical techniques/biologic augmentation are explored in parallel to acute tendon healing (Ozbaydar et al., 2008; Chung et al., 2013; Honda et al., 2017; Ruoss et al., 2018a; Kwon et al., 2018; Li et al., 2018; Su et al., 2018; Yoon et al., 2018; Sun et al., 2020). However, this does not represent the complex human scenario of delayed repair. For example, in older patients, symptomatic tears develop over years and do not undergo surgical repair for months or years after diagnosis. As a result, there is less literature exploring the more human, and pathophysiologically relevant, approach of performing a delayed repair. When delayed repair is implemented, the model systems are typically sheep and rabbit (Gerber et al., 1999; Gerber et al., 2000; Davidson and Rivenburgh, 2000; Matsumoto et al., 2002; Coleman et al., 2003; Gerber et al., 2004; Rubino et al., 2008; Gerber et al., 2009; Steinbacher et al., 2010; Farshad et al., 2011; Uhthoff et al., 2014; Ren et al., 2018; Ruoss et al., 2018b, & Wu et al., 2022). The rabbit delayed RC repair exhibits an advantage over the sheep model in terms of decreased cost and time.

Similar models, such as disuse followed by resistance exercise, have demonstrated a hypertrophy biological activity response with the reloading of an atrophied muscle (Flück et al., 2005; Dalbo et al., 2011). A delayed repair, likewise, should induce an anabolic response in the muscle, due to reloading of the muscle mechanically. However, to date, there are no time series, transcriptional analyses in muscle after repair in either a sheep or rabbit model system. As a result, it is unclear whether a delayed RC surgical repair promotes growth or regeneration of an atrophied muscle after tear as expected from the loading or reloading of muscle in other model systems. Given the lack of knowledge related to the influence of delayed surgical tendon repair on muscle recovery, there is a need for a pre-clinical model to explore the biological state of the muscle after a tear injury and surgical repair of the tendon. This study aims to fill that gap by elucidating the time-dependent transcriptional changes in muscle after tendon repair using a well-established, chronic rabbit RC tear and repair model. Thus, the primary contribution of this manuscript is a first transcriptome-wide, and time resolved, data set of biological activity after chronic tear and repair. Given the typical anabolic response observed in muscle (re) loading, we hypothesize that a hypertrophy growth and regenerative muscle response will be present at the transcriptional level after reloading of the muscle via surgical repair of the tendon.

## 2 Materials and methods

### 2.1 Animals

In this study 21 skeletally mature female New Zealand White rabbits (∼6 months, Western Oregon Rabbit Company, Philomath, OR) were used to evaluate post-repair transcriptional changes over time. Females were used due to housing safety concerns regarding mixing gender and the ease of sourcing older female animals. All protocols were approved by the University of California, San Diego Institutional Animal Care and Use Committee (protocol #S11246). All animals were assigned a number ID and individual cage location upon arrival and then at time of harvest were randomized to one of the study groups. Animals were single housed with food and water *ad lib*, environmental and food enrichment, and visual access to other animals. There were initially four rabbits in the 1 and 8 weeks post-repair groups, and five rabbits in the 2 and 4 weeks post-repair groups. One rabbit in the 4 weeks post-repair group was sacrificed before repair due to lack of appetite and weight loss, leaving *n* = 4 at every timepoint except 2 weeks post-repair (*n* = 5). These tissues were also used in a prior study of histology (Wu et al., 2022).

### 2.2 Surgical procedures

Rabbits were anesthetized with a subcutaneous injection of ketamine and xylazine (35 mg/kg ketamine/5 mg/kg xylazine, MWI Veterinary Supply, Boise, ID). Following intubation, 2%–4% isoflurane (VetOne, Boise, ID) was utilized to keep the animals under anesthesia for the duration of the surgery. The left supraspinatus muscle served as the experimental side in all animals, with the right shoulder as an unoperated control, as described previously (Vargas-Vila et al., 2021). In brief, an open anterior approach was performed on the left shoulder, followed by sharp transection of the left supraspinatus tendon from its footprint on the greater tuberosity of the humerus. The surrounding soft tissues were bluntly dissected to allow unhindered retraction of the tendon stump and distal muscle. After securing a Penrose drain to the tendon stump to prevent scar formation between the tendon and surrounding soft tissue, the incision was closed in layers. Rabbits were then allowed individual cage activity with routine post-operative care. A fentanyl patch was placed on the back for pain control for 3 days, and the animals were monitored daily for 2 weeks post-operatively. At 8 weeks post-tenotomy, all animals underwent an open repair of the torn tendon. The repair was performed using a modified locking suture with anterior and posterior bone tunnels to restore the tendon footprint to the humeral head. The same anesthesia (subcutaneous injection of ketamine and xylazine), surgical approach and closure, and post-operative protocols (fentanyl patch and daily monitoring) were used for the surgical repair operations (Wu et al., 2022).

Rabbits were monitored two times/day for the duration of the study, once by animal care staff and once by lab staff. In addition to having a fentanyl patch provided at the time of the procedure, animals were monitored for breakthrough pain and distress by looking for signs of chewing or excessive attention to surgical site, reduced food and water consumption, poor self-manicure (lack of grooming or rough coat), abnormal gait, reduced activity or inactivity, teeth grinding, weight loss, vocalizations, and redness and swelling around the eyes. When signs of pain were present, buprenorphine was administered, and a veterinary consult was requested. Of the 16 rabbits, only two rabbits exhibited some swelling, and no additional medication was needed. Quality of the repair was assessed by visual inspection (suture knots are confirmed to be intact and the distal tendon remains approximated to the humerus), and any re-tears or unusual findings were recorded and reported. Only one rabbit had an unusual small region of scar tissue in the muscle.

### 2.3 Muscle harvesting

After the study, animals were euthanized at four time points; 1 week, 2 weeks, 4 weeks, and 8 weeks post-repair. At the specified time points, animals were euthanized with an intravenous overdose of pentobarbital (Beuthanasia, 120 mg/kg, MWI Veterinary Supply, Boise, ID). The supraspinatus muscles from both shoulders were harvested and divided into four regions with the central tendon serving as the muscle midline between the anterior and posterior sides of the muscle. These four regions included anterior lateral (A1), posterior lateral (P1), anterior medial (A2), and posterior medial (P2), and one full-muscle thickness fragment was harvested from each location. The harvested muscle regions were pinned to *in vivo* length and flash frozen in liquid nitrogen-chilled isopentane for storage at −80 C degrees (Wu et al., 2022).

### 2.4 RNA extraction

As previously described (Vasquez-Bolanos et al., 2021) the muscle samples from the P1 region were removed from −80°C and brought to a cryostat where they were allowed to come up to −20°C. The P1 region was chosen due to consistently presenting the most affected region of muscle in this rotator cuff injury model compared to the anterior and medial regions (Vargas-Vila et al., 2021). A 50–75 mg piece was removed from the center of each pinned region and placed in a pyrogen-free tube. RNA extraction was performed using the QIAGEN Fibrous Tissue mini kit on a QIAGEN Qiacube robot (QIAGEN, Germantown, MD). In brief, the tissue was immersed in buffer RLT and disrupted by bead in the QIAGEN TissueLyser II, (QIAGEN, Germantown, MD) before being transferred to the Qiacube for RNA extraction. Samples were digested with Proteinase K, (QIAGEN, Germantown, MD) prior to extraction. A DNase digestion step was included in the protocol. RNA was stored at −80°C.

### 2.5 RNA sequencing

Total RNA was assessed for quality using an Agilent Tapestation 4200, and samples with an RNA Integrity Number (RIN) greater than 8.0 were used to generate RNA sequencing libraries using the TruSeq Stranded mRNA Sample Prep Kit (Illumina, San Diego, CA). Samples were processed following manufacturer’s instructions, modifying RNA shear time to 5 minutes. Resulting libraries were multiplexed and sequenced with 75 basepair (bp) single reads (SR75) to a depth of approximately 25 million reads per sample on an Illumina HiSeq400. Samples were demultiplexed using bcl2fastq Conversion Software (Illumina, San Diego, CA).

### 2.6 RNAseq analysis

Quality control of the raw fastq files was performed using the software tool FastQC (Andrews, 2010). There was one animal that was partially filtered out at this step, the experimental sample at the 8 weeks time point. 

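The left, repaired shoulder of rabbit 3 at 8 weeks is the library left out here. With it removed, a filter of CPM over 1 in at least 5 libraries met the average log2 CPM in Supplementary Data 2. The largest gap was 4.74e-05 over 1999 genes, the part of that table that could be read, of 11603 in this fit. It was 0.221 with all 34 libraries. With the repair library of rabbit 1, 2 or 4 left out instead it was 0.298, 0.251 and 0.280, and no other library was tried. That library holds 8756033 counts on genes and 8701 genes with CPM over 1, and its log2 CPM correlates across genes with the mean of the other 3 repair libraries of 8 weeks at r = 0.658, against at least 0.961 for each of them; genes are not independent replicates here. Of 6970 genes with CPM over 5 in the other 7 libraries of 8 weeks, 46 have no count in it and 901 lie under CPM 1. The control library of the same rabbit stays in.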

Sequencing reads were aligned to the rabbit genome (Ensembl OryCun2.0) using the STAR v2.5.1a aligner (Dobin et al., 2013). Read quantification was performed with RSEM (Li and Dewey, 2011) (v1.3.0) and Ensembl annotation (Oryctolagus_cuniculus.OryCun2.0.91.gtf). The R BioConductor packages edgeR (Robinson et al., 2010) and limma (Ritchie et al., 2015) were used to implement limma-voom (Law et al., 2014) followed by empirical Bayes technique for differential expression analysis. 

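The deposited table holds 23669 genes, of which 5791 have no count in any library. CPM over 1 in at least 1 of the 33 libraries leaves 12937 genes, the set tested here; the same minimum in at least 5 libraries leaves 11603, and edgeR's filterByExpr 12289. With the 5-library filter the number of DE genes at 1 week was 707 instead of 797, at 2 weeks 604 instead of 747, at 4 weeks 6 instead of 8 and at 8 weeks 0 instead of 1 (376 genes at an unadjusted p under 0.05, limma).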

Lowly expressed genes were filtered out (cpm >1 in at least one sample). Trimmed mean of M-values (TMM) normalization was applied (Robinson and Oshlack, 2010). The experimental design was modeled upon time point and treatment (∼0+ time_treatment) with contrasts (Repair–Control) for each time point and all samples. All results will be presented as the tenotomy time point compared to sham unless specified otherwise. From the empirical Bayes result, differentially expressed (DE) genes were defined by an adjusted *p*-value <0.05 [based on the moderated t-statistic using the Benjamini–Hochberg (BH) method to control the false discovery rate (Benjamini et al., 2001)] and a |log2FC| >1 (Supplementary Data S1).

To identify human orthologs of rabbit genes, G:Profiler was used to map rabbit Ensemble IDs to human Ensemble IDs, Entrez IDs and symbols (Raudvere et al., 2019) (Supplementary Data S2). Of the 11,604 total genes, 1,237 were not mapped to human and 255 were duplicates and were removed for the analysis. The resulting genes with Entrez IDs correspond to the set of “background or detected genes” consisting of 10,112 genes.

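The common biological coefficient of variation, estimated by edgeR from the 33 libraries of the fit, was 0.332, and 0.420 with the left library of rabbit 3 back among them. The libraries of 1 and 8 weeks alone gave 0.254 and those of 2 and 4 weeks 0.390. At 4 rabbits per group the power to detect a 2-fold change in 1 gene, without a correction for the number of genes, was 83.9 percent at a coefficient of 0.332 and 64.6 percent at 0.420. After correction the yield in simulated counts was lower. Of 100 genes given a 2-fold change limma-voom recovered 10 at 1 week, 12 at 2 weeks, 6 at 4 weeks and 12 at 8 weeks. Of 100 genes given a 4-fold change it recovered 78, 92, 69 and 62 in that order. The simulation gave every gene the same dispersion, near that of all 34 libraries (coefficient 0.420). That is above the 0.332 of the 33 libraries, so the yield at their spread may be higher.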

Based on the biological coefficient of variation of 0.419 observed in our data, with a sequencing depth of 20 million reads/sample, we are powered to detect a 2-fold change with 64% power with *n* = 4 per group. Volcano plots were created using Enhanced Volcano package (v.1.60). Heatmaps were created using clustermap in the seasborn package (Waskom, 2021). The Venn Diagram was produced using Van de Peer lab tools. RT-qPCR validation was not used in this study due to the robust nature of RNAseq methods and data analysis and supporting literature (Coenye, 2021; Feng et al., 2010).

### 2.7 Enrichment analysis

Assignment of functional categories was based on the Gene Ontology (GO) categories “Biological process,” “Molecular function,” and “Cellular component.” Enrichment analysis of GO categories was performed in R (version 4.0.2; http://www.r-project.org) using the “weight01” method from the Bioconductor topGO (v. 2.40.0) package with the org.Hs.eg.db_3.11.4 human database (Carlson, 2019; Alexa & Rahnenfuhrer, 2020). Node size was set to 10, and Fisher’s exact test was used for assessing GO term significance. Overrepresentation of functional categories was calculated for DE genes as compared with the 10,112 “background” genes, and significant GO terms were identified as those having *p*-value <0.05 (Supplementary Data S3). KEGG pathway analysis was also done in R using KEGGREST package (v. 1.28.0) with list of pathways and genes. A Wilcox rank-sum test was performed for each pathway, where Entrez ID along with the adjusted *p*-values results were used as inputs. Overrepresentation of KEGG pathways was calculated for DE genes as compared with the 10,112 “background” genes, and significant KEGG pathways were identified as those having a *p*-value <0.05 (Supplementary Data S4). All pathways with at least one time point with a significant *p*-value and filtering out disease/tissue specific pathways, the remaining pathways were grouped by KEGG hierarchy into amino acid metabolism, carbohydrate metabolism, vitamins and cofactors metabolism, energy metabolism, lipid metabolism, endocrine system, nervous system, immune system, signal transduction, cell processes.

### 2.8 Biased gene pathways analysis

To explore well known genes involved in muscle homeostasis and pathology, we specifically probed myogenesis, anti-myogenesis, inflammation, adipogenesis, and fibrosis programs with genes defined by the literature (Gibbons et al., 2018; Shahidi et al., 2020; Vasquez-Bolanos et al., 2021).

### 2.9 Correlation analysis

Weighted correlation network analysis (WGCNA) was performed using WGCNA R package (v. 1.70–3) (Langdelder and Horvath, 2008) with transcriptional and phenotypic data (Supplementary Data S5) with the repair only samples in order to correlate histological traits with changes due to repair. This analysis identified unbiased modules or sets of genes that are clusters of highly correlated genes (Supplementary Data S8). In the combined analysis (both repair and control groups) only two modules correlated significantly with fat. This analysis works by building an unbiased network of modules which represents a cluster of genes, and then correlations (Supplementary Data S6) can be investigated with phenotype traits through gene membership. GO enrichment analysis was then performed by GoEnrichmentAnalysis function within the WGCNA R package, and returns the top 10 GO terms of each module (Supplementary Data S7). The phenotypic data included in this study is fiber area, central nucleation, fat quantification, collagen content, and degeneration, all of which are reported in detail elsewhere (Wu et al., 2022) but are from the same animals used in this study.

## 3 Results

### 3.1 Transcriptome profile changes

At 1 week post-repair compared to control, about 80% of the DE genes were upregulated (Figures 1A, 2A) with a similar trend at 2 weeks (Figures 1B, 2A), and 10% of the total number of DE genes at 4 weeks post-repair (Figures 1C, 2A). 

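The RNA-seq data are 34 libraries of supraspinatus muscle from 17 rabbits, 1 from the repaired left and 1 from the unoperated right shoulder of each, taken 1 week (4 rabbits), 2 weeks (5 rabbits), 4 weeks (4 rabbits) or 8 weeks (4 rabbits) after a repair that followed 8 weeks of tenotomy. Each rabbit is 1 replicate, and the right shoulder serves as its control, which the sample labels call a sham; their time code was read as weeks of tenotomy followed by weeks after repair. The authors aligned the reads with STAR to the rabbit genome and counted them per gene with RSEM, and their table of expected counts was the start here. Total counts on genes in repair libraries ran from 18151344 to 21686112 (median 19426453) at 1 week, 10364906 to 12332438 (11197505) at 2 weeks, 9220035 to 12127768 (10647461) at 4 weeks and, for the 3 libraries used, 13262913 to 18269171 (16919274) at 8 weeks. Controls held 15359593 to 28395188 (17651293), 9859418 to 10638930 (10467247), 9883033 to 11092142 (10524454) and 19978076 to 23569025 (21124372) in the same order. The paper states its depth in reads per sample; all values here use these counts. Counts were scaled by TMM and fitted with limma-voom as 8 groups of treatment and time, the shoulders of a rabbit taken as independent, with Benjamini-Hochberg adjustment within each time point. A gene is called here when its adjusted p is under 0.05, and DE when its log2FC also lies beyond 1 in either direction. Values of single genes are means ± SD of TMM-normalised CPM with n rabbits, and log2FC compares repair with control. The choices that could move these numbers most are the libraries left out, the tool, sample quality weights, fitting a time point alone and matching the shoulders of a rabbit. Settings tried beside this fit include, both chosen after values were seen, the same count minimum in at least 5 libraries (the filter at 5 libraries) and the correlation between the shoulders of a rabbit estimated in the fit (the rabbit correlation). Supplementary Data 2 (1 week) and 8, the source of human gene symbols, could be read only in part, 1999 rows each. Symbols were therefore at hand for 3310 of the 12937 genes, so gene lists are given by their named members. The genes given by symbol, also those of largest change, come from these rows alone.

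**Figure D1:**
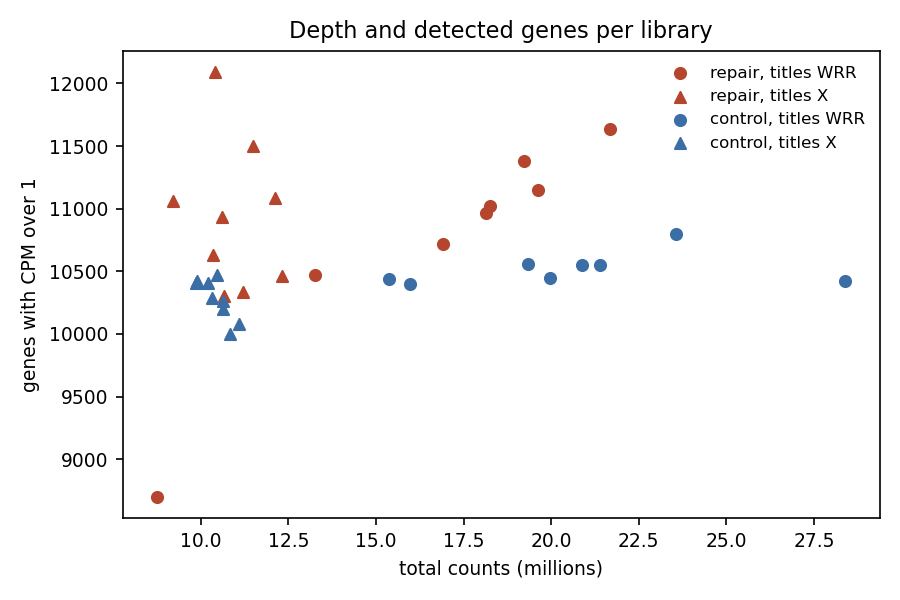
Total counts and genes with CPM over 1 for each of the 34 libraries, by shoulder and by the 2 series of sample titles. The lowest point is the repair library of rabbit 3.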

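Of the DE genes, 76.7 percent were higher in repair at 1 week and 83.5 percent at 2 weeks. Apart from fits with a library left out, sample quality weights moved the first value most, to 89.0 percent, and edgeR the other, to 94.9 percent. Libraries of the time point left out in turn moved both further. At 1 week the shares ran from 62.2 percent (without the control library of rabbit 7) to 79.6 percent (without the repair library of rabbit 6). At 2 weeks they ran from 69.9 percent (without the repair library of rabbit 62) to 88.1 percent (without that of rabbit 64). Among named genes with an average log2 CPM of at least 1 and no overlap between repair and control libraries, the largest rises at 1 week were those of FBLN7, PCK2 and SCD and the largest falls those of KCNIP1, FGF6 and MYOM2. FBLN7 (ENSOCUG00000002898) averaged 91.4 ± 34.1 CPM in repair (n = 4) and 1.87 ± 0.890 CPM in control muscle (n = 4), a log2FC of 5.71 (standard error 1.92, adjusted p = 0.0464, higher in 4 of 4 rabbits). FBLN7 was no longer called without the repair libraries of rabbits 6, 7 or 8 or the control libraries of rabbits 5, 6, 7 or 8 (log2FC 5.41 to 5.99, adjusted p 0.0486 to 0.127 over the 8 libraries left out in turn), and every other setting called it. For PCK2 (ENSOCUG00000002836) the means were 31.2 ± 19.5 CPM in repair (n = 4) and 2.93 ± 0.785 CPM in control muscle (n = 4), a log2FC of 3.24 (standard error 0.69, adjusted p = 0.00465, higher in 4 of 4 rabbits). PCK2 stayed called with each library of its time point left out in turn (log2FC 2.87 to 3.63, adjusted p 0.00528 to 0.0297 over the 8 libraries left out in turn), and every other setting called it. SCD (ENSOCUG00000001375) lay at 347 ± 268 CPM in repair (n = 4) and 32.4 ± 13.5 CPM in control muscle (n = 4), a log2FC of 3.22 (standard error 0.67, adjusted p = 0.00426, higher in 4 of 4 rabbits). SCD stayed called with each library of its time point left out in turn (log2FC 2.79 to 3.53, adjusted p 0.00660 to 0.0187 over the 8 libraries left out in turn), and every other setting called it.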

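KCNIP1, FGF6 and MYOM2 were lower after repair at 1 week. KCNIP1 (ENSOCUG00000000540) averaged 1.23 ± 1.05 CPM in repair (n = 4) and 4.41 ± 1.44 CPM in control muscle (n = 4), a log2FC of -2.52 (standard error 0.53, adjusted p = 0.00452, lower in 4 of 4 rabbits). KCNIP1 stayed called with each library of its time point left out in turn (log2FC -3.05 to -1.55, adjusted p 0.00224 to 0.0198 over the 8 libraries left out in turn), and every other setting called it. For FGF6 (ENSOCUG00000001955) the means were 4.68 ± 3.65 CPM in repair (n = 4) and 16.3 ± 4.03 CPM in control muscle (n = 4), a log2FC of -2.07 (standard error 0.48, adjusted p = 0.00768, lower in 4 of 4 rabbits). FGF6 stayed called with each library of its time point left out in turn (log2FC -2.51 to -1.71, adjusted p 0.00440 to 0.0346 over the 8 libraries left out in turn), and every other setting called it. MYOM2 (ENSOCUG00000013131) lay at 1355 ± 867 CPM in repair (n = 4) and 3304 ± 448 CPM in control muscle (n = 4), a log2FC of -1.67 (standard error 0.46, adjusted p = 0.0198, lower in 4 of 4 rabbits). MYOM2 was no longer called without the repair library of rabbit 6 or the control library of rabbit 5 (log2FC -2.03 to -0.96, adjusted p 0.00761 to 0.0637 over the 8 libraries left out in turn), nor with the time point's libraries alone.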

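At 2 weeks the genes chosen by the same rule were SMOC1, SCD and CYP1B1 among the rises and UCHL1, ASB10 and TIGAR among the falls. SMOC1 (ENSOCUG00000012811) averaged 30.2 ± 53.5 CPM in repair (n = 5) and 0.511 ± 0.378 CPM in control muscle (n = 5), a log2FC of 4.85 (standard error 1.70, adjusted p = 0.0499, higher in 5 of 5 rabbits). SMOC1 was no longer called without the repair libraries of rabbits 59 or 62 or the control libraries of rabbits 59, 60, 61, 62 or 64 (log2FC 3.78 to 5.37, adjusted p 0.0227 to 0.0988 over the 10 libraries left out in turn), nor with median-ratio size factors, filterByExpr, the filter at 5 libraries, the rabbit correlation together with the filter at 5 libraries or the time point's libraries alone. For SCD the means were 82.0 ± 47.7 CPM in repair (n = 5) and 6.41 ± 3.51 CPM in control muscle (n = 5), a log2FC of 3.60 (standard error 0.71, adjusted p = 0.00530, higher in 5 of 5 rabbits). SCD stayed called with each library of its time point left out in turn (log2FC 3.34 to 3.88, adjusted p 0.00238 to 0.0227 over the 10 libraries left out in turn), but not with the time point's libraries alone. CYP1B1 (ENSOCUG00000016164) lay at 19.2 ± 22.9 CPM in repair (n = 5) and 0.955 ± 0.247 CPM in control muscle (n = 5), a log2FC of 3.43 (standard error 1.18, adjusted p = 0.0471, higher in 5 of 5 rabbits). CYP1B1 was no longer called without the repair libraries of rabbits 59 or 62 or the control libraries of rabbits 59, 60, 61, 62 or 64 (log2FC 2.71 to 3.99, adjusted p 0.0132 to 0.105 over the 10 libraries left out in turn), nor with filterByExpr, sample quality weights, the filter at 5 libraries or the time point's libraries alone.

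**Figure D2:**
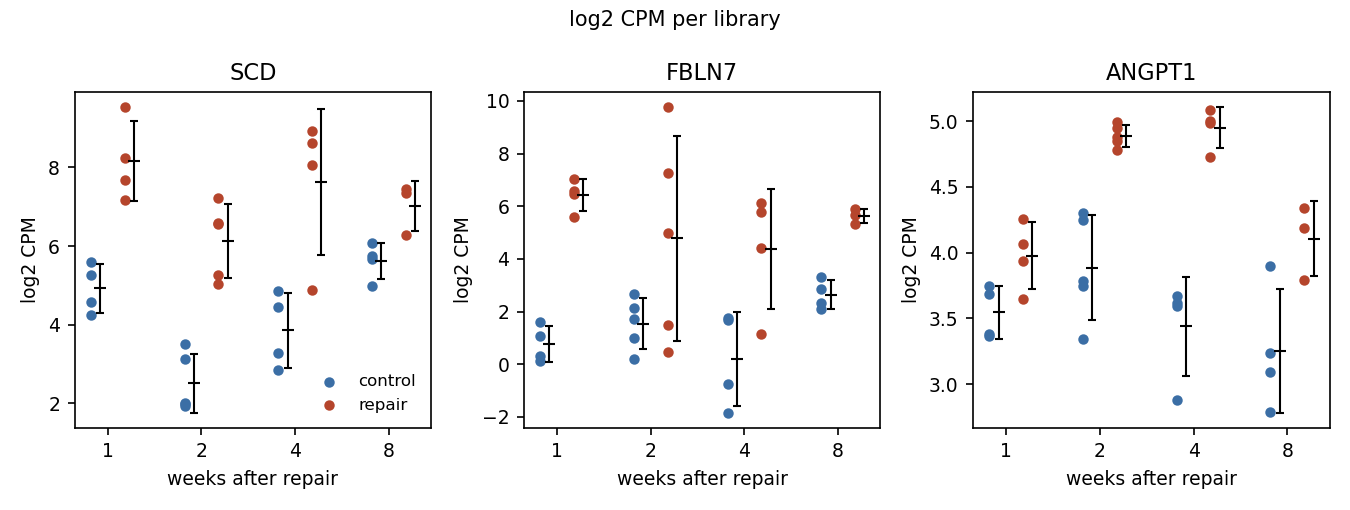
Log2 CPM of SCD, FBLN7 and ANGPT1 in each library of the fit (n = 4, 5, 4 and 3 repair and 4, 5, 4 and 4 control libraries at 1, 2, 4 and 8 weeks). Bars show the mean ± SD.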

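UCHL1, ASB10 and TIGAR were lower after repair at 2 weeks. UCHL1 (ENSOCUG00000001353) averaged 18.5 ± 7.81 CPM in repair (n = 5) and 47.4 ± 6.78 CPM in control muscle (n = 5), a log2FC of -1.56 (standard error 0.39, adjusted p = 0.0150, lower in 5 of 5 rabbits). UCHL1 was no longer called without the repair library of rabbit 59 (log2FC -1.72 to -1.12, adjusted p 0.00735 to 0.0746 over the 10 libraries left out in turn), nor with the time point's libraries alone. For ASB10 (ENSOCUG00000000242) the means were 12.7 ± 5.29 CPM in repair (n = 5) and 30.0 ± 6.60 CPM in control muscle (n = 5), a log2FC of -1.43 (standard error 0.29, adjusted p = 0.00591, lower in 5 of 5 rabbits). ASB10 stayed called with each library of its time point left out in turn (log2FC -1.59 to -1.04, adjusted p 0.00281 to 0.0259 over the 10 libraries left out in turn), but not with the time point's libraries alone. TIGAR (ENSOCUG00000001952) lay at 9.39 ± 0.602 CPM in repair (n = 5) and 24.7 ± 6.80 CPM in control muscle (n = 5), a log2FC of -1.35 (standard error 0.34, adjusted p = 0.0155, lower in 5 of 5 rabbits). TIGAR stayed called with each library of its time point left out in turn (log2FC -1.43 to -1.22, adjusted p 0.0125 to 0.0465 over the 10 libraries left out in turn), but not with the time point's libraries alone.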

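At 8 weeks 1 of 12937 genes was DE in limma-voom, edgeR gave 1 and DESeq2 5, and 397 genes lay at an unadjusted p under 0.05; sample quality weights moved the count most, to 52. The 1 gene, looked at after its value was seen, is ENSOCUG00000013161, a gene near the lower limit of detection: 4.92 ± 3.30 CPM in repair (n = 3) and 0.111 ± 0.0691 CPM in control (n = 4), average log2 CPM -2.14, with CPM over 1 in 7 libraries. Its log2FC was 5.57 (standard error 0.89, adjusted p = 0.00989, higher in 3 of 3 rabbits). With the control library of rabbit 1, 2, 3 or 4 left out no gene was DE, without the repair library of rabbit 1 there were 4, and without that of rabbit 2 or 4 there was 1. Of 35 ways to divide the 7 libraries, 2 gave at least 1 DE gene, the real one among them (highest other 2), so chance cannot be excluded. With 3 rabbits in the repair group, of 100 genes given a 4-fold change in simulated counts 62 were recovered, and of 100 given a 2-fold change 12. At the dispersion simulated, 2-fold changes at 8 weeks would mostly stay unseen, as they would at 1, 2 and 4 weeks (10, 12 and 6 of 100). That dispersion lay above the one of the 33 libraries, at which the yield was not simulated.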

Meanwhile, at 8 weeks post-repair compared to controls, there were no DE genes (Figures 1D, 2A). 

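In the 33 libraries 797 genes were DE at 1 week (611 higher and 186 lower after repair), 747 at 2 weeks (624 and 123), 8 at 4 weeks (8 and 0) and 1 at 8 weeks. Without the fold minimum 1771, 2053, 16 and 1 genes were called. edgeR gave 753, 2000, 227 and 1 DE genes and DESeq2 970, 2028, 391 and 5. With the rabbit as a fixed block (replicate block) 1506, 1822, 236 and 1 were DE (200 higher and 36 lower at 4 weeks), with the rabbit correlation, chosen after the values were seen, 1143, 1119, 94 and 1 (72 and 22 at 4 weeks) and with the 5-library filter beside it 1029, 896, 90 and 0 (63 and 27); the own control was the closest for 15 of 16 rabbits. All 34 libraries in the fit gave 251, 304, 5 and 1 and sample quality weights 1552, 245, 464 and 52. The libraries of 2 weeks fitted alone gave 0 (lowest adjusted p 0.0513, 2742 genes at an unadjusted p under 0.05), as did those of 4 weeks (lowest adjusted p 0.0558, 2238 genes at an unadjusted p under 0.05). Single libraries carry much of these counts, and that of another time point can move them too. At 1 week the count was 337, 323 and 476 without the control library of rabbit 5, 7 and 8, 480 and 394 without the repair library of rabbit 6 and 7, and 1349 without the 2-week repair library of rabbit 59. At 2 weeks it was 96, 1375, 1170, 296 and 1609 without the repair library of rabbit 59, 60, 61, 62 and 64, and 479, 324, 410, 372 and 371 without their controls in that order. At 4 weeks it was 3, 2, 2 and 210 without the repair library of rabbit 63, 66, 67 and 68, and 4 and 5 without the control library of rabbit 66 and 67; of libraries from other time points the repair libraries of rabbits 59, 6, 64 and 1 moved it to 135, 24, 24 and 18.

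**Figure D3:**
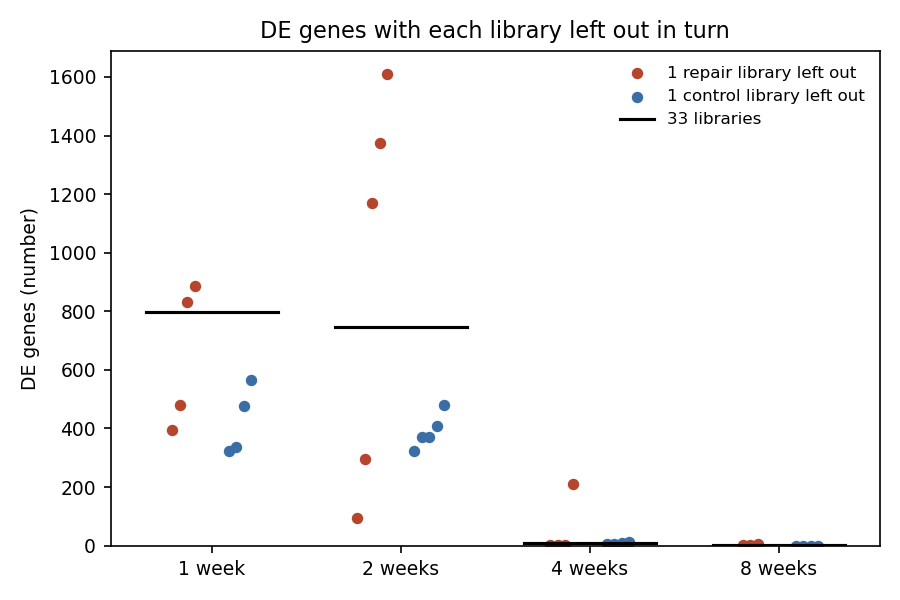
DE genes at each time point with each library of that time point left out in turn, against the count from the 33 libraries (line). Each point is 1 fit.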

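The real grouping gave more DE genes than any of the 34 other divisions of the 8 libraries at 1 week (highest other 5) and at 4 weeks (highest other 7), where 708 of 797 and 8 of 8 DE genes showed no overlap between repair and control. Of these divisions 7 part the shoulders of all 4 rabbits as the real one does, and they gave 0 at both time points. They are too few for a share under 0.05. At 4 weeks the count of 8 is 2 to 5 without 1 of 5 libraries. The divisions were not rerun without a library, so these counts cannot be set against the 7 of that other division. At 2 weeks the real grouping was first of 100 divisions and 321 of 747 DE genes showed no overlap. But 3 other divisions gave 329, 185 and 174 genes, parting the shoulders of 3, 3 and 1 of 5 rabbits. Another 2 gave 29 and 20. How many repair libraries each of these kept together was not recorded. A remaining effect of treatment can therefore not be told apart from another structure of these samples. The 9 other divisions that part all 5 gave at most 0.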

The total amount of significant DE genes by week was 1,029 (819 up and 210 down) at 1 week, 896 (776 up and 120 down) at 2 weeks, 90 (63 up and 27 down) at 4 weeks, and 0 at 8 weeks post-repair (Supplementary Data S1). Comparing DE genes between time points, there are 595 unique DE genes at 1 week post-repair, 472 at 2 weeks, 25 at 4 weeks, and none at 8 weeks post-repair. 

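Of the 12937 genes tested 530 were DE at 1 week only, 479 at 2 weeks only and 2 at 4 weeks only. The 2, looked at after the values were seen, are CD36 and ENSOCUG00000015594. CD36 (ENSOCUG00000002492) averaged 324 ± 54.6 CPM in repair (n = 4) and 125 ± 34.6 CPM in control muscle (n = 4), a log2FC of 1.41 (standard error 0.26, adjusted p = 0.0135, higher in 4 of 4 rabbits). CD36 was no longer called without the repair libraries of rabbits 63, 66 or 67 or the control library of rabbit 66 (log2FC 1.17 to 1.53, adjusted p 0.00319 to 0.0913 over the 8 libraries left out in turn), nor with all 34 libraries or the time point's libraries alone. The count at 1 week only ran from 217 to 1223 over single libraries of 1, 2 and 4 weeks left out, more than 1.5 times away without the repair libraries of rabbits 6, 7 or 59 or the control libraries of rabbits 5, 7 or 8, and that at 2 weeks only from 30 (without the repair library of rabbit 59) to 1143 (without that of rabbit 64), more than 1.5 times away without any 1 of the 10 libraries of 2 weeks. That at 4 weeks only ran from 0 to 53 and changed so without the repair libraries of rabbits 6, 8, 59, 60, 63, 64, 66, 67 or 68 or the control libraries of rabbits 8, 63, 66, 67 or 68.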

There are 39 genes in common at all the time points that have DE genes (Figure 2B). Week 1 and week 2 uniquely share 377 genes, week 1 and 4 share 18 genes, and week 2 and 4 share 8 genes (Figure 2B). 

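DE at 1 and 2 weeks only were 262 genes, at 1 and 4 weeks only 0, at 2 and 4 weeks only 1 and at 1, 2 and 4 weeks 5. edgeR gave 22, 43 and 115 for the last 3 parts and limma with sample quality weights 190, 21 and 107. Over single libraries of 1, 2 and 4 weeks left out the 4 parts ran from 39 to 449, 0 to 63, 0 to 23 and 1 to 101. More than 1.5 times away was the first without the repair libraries of rabbits 6, 7, 59, 62 or 64 or the control libraries of rabbits 5, 6, 7, 8, 60, 61, 62 or 64, the next without the repair libraries of rabbits 8, 59, 64 or 68 or the control libraries of rabbits 8 or 68, the one after without the repair libraries of rabbits 6, 59, 62 or 68 or the control libraries of rabbits 5, 59, 60, 61 or 63 and the last without the repair libraries of rabbits 6, 59, 63, 64, 66, 67 or 68 or the control libraries of rabbits 5, 66, 67 or 68. The gene at 2 and 4 weeks is ANGPT1, and SCD is among the 5. For ANGPT1 (ENSOCUG00000003722) at 2 weeks the means were 29.7 ± 1.73 CPM in repair (n = 5) and 15.2 ± 4.09 CPM in control muscle (n = 5), a log2FC of 1.01 (standard error 0.18, adjusted p = 0.00360, higher in 5 of 5 rabbits). ANGPT1 stayed called with each library of its time point left out in turn (log2FC 0.87 to 1.11, adjusted p 0.00278 to 0.0142 over the 10 libraries left out in turn), but not with the time point's libraries alone. ANGPT1 lay at 31.1 ± 3.21 CPM in repair (n = 4) and 11.1 ± 2.52 CPM in control muscle (n = 4) at 4 weeks, a log2FC of 1.51 (standard error 0.22, adjusted p = 0.00175, higher in 4 of 4 rabbits). ANGPT1 stayed called with each library of its time point left out in turn (log2FC 1.32 to 1.58, adjusted p 8.28e-04 to 0.0123 over the 8 libraries left out in turn), but not with the time point's libraries alone. SCD averaged 293 ± 196 CPM in repair (n = 4) and 16.9 ± 10.3 CPM in control muscle (n = 4) at 4 weeks, a log2FC of 3.73 (standard error 0.67, adjusted p = 0.0135, higher in 4 of 4 rabbits). SCD was no longer called without the repair libraries of rabbits 63, 66 or 67 (log2FC 3.30 to 4.66, adjusted p 6.30e-05 to 0.0913 over the 8 libraries left out in turn), nor with the time point's libraries alone.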

Post-repair gene expression was associated with more upregulation compared to control (Figure 2C). Specifically, post-repair times points 2 and 4 weeks cluster strongly together and weeks 1 and 8 also cluster together, while the control weeks 1, 2, and 4 cluster strongly with 8 weeks (Figure 2C).

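Without the fold minimum 881 called genes were higher and 890 lower at 1 week and 1029 and 1024 at 2 weeks, so in this fit the excess of rises is one of large changes. Some other settings put more of the called genes higher. The rabbit as a fixed block (replicate block) gave 1913 and 1493 at 1 week and 2480 and 1608 at 2 weeks. Sample quality weights gave 2430 and 1749 at 1 week. At 2 weeks edgeR gave 2586 and 1130 and DESeq2 2684 and 1349. Others put more of them lower. At 1 week DESeq2 gave 1084 and 1179 and median-ratio size factors 851 and 935. At 2 weeks no filter on low counts gave 949 and 1109. Over single libraries of the time point left out the counts ran from 500 and 377 (without the repair library of rabbit 6) to 498 and 635 (without the control library of rabbit 6) at 1 week, and from 1980 and 1476 (without the repair library of rabbit 64) to 502 and 693 (without the control library of rabbit 61) at 2 weeks. The median log2FC of the 12937 genes was 0.05 at 1 week, 0.06 at 2 weeks, 0.05 at 4 weeks and 0.01 at 8 weeks, which the scaling of the libraries itself holds near 0, so a shift of all genes cannot be read from it.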

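On the 1280 genes DE at any time point, the nearest library by Pearson distance had the same shoulder treatment in 29 of 33 libraries, the same series of sample titles (1 and 8 weeks, or 2 and 4 weeks) in 29 and the same time point in 21. These genes were chosen for differing between the shoulders, which favors a grouping by treatment; on the 1000 genes of largest variance the numbers were 23, 30 and 20. Between means of repair groups the distance was smallest for 4 and 8 weeks (0.0266) and 2 and 4 weeks (0.0274) and largest for 1 and 8 weeks (0.0471); on the 1000 genes of largest variance 2 and 4 weeks came first (0.105) and 1 and 8 weeks next (0.116). Between controls it was smallest for 1 and 8 weeks (0.00981) and 2 and 4 weeks (0.0162). The repair library of rabbit 59 formed a branch of its own. After the mean of each series was removed, the nearest library shared the series in 23.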

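Among the controls, which had no surgery, 290 genes differed between the libraries of 1 and 8 weeks and those of 2 and 4 weeks. In the former 235 were higher and 55 lower (limma-voom). Of 100 divisions of the 17 controls only the real one gave as many (highest other 1). No gene differed between the controls of 1 and 8 weeks or of 2 and 4 weeks. edgeR gave 390 and DESeq2 480 for the series, without a filter on low counts 1019 differed and more were lower than higher in the libraries of 1 and 8 weeks (393 higher and 626 lower), and the counts with each of the 33 libraries left out ran from 209 (without the control library of rabbit 67) to 417 (without the repair library of rabbit 59).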

**FIGURE 1:**
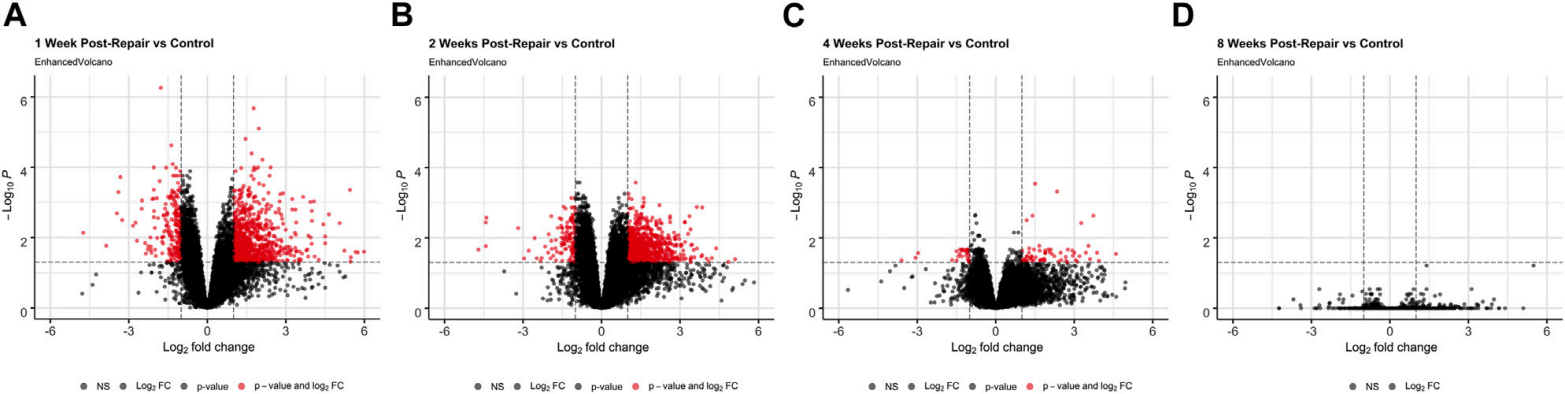
Volcano plots **(A–D)** highlight differentially expressed (DE) genes (red dots) at each time point post-repair defined as a |logFC| >1 and an adjusted *p*-value <0.05 [based on the moderated t-statistic using the Benjamini–Hochberg (BH)].

**FIGURE 2:**
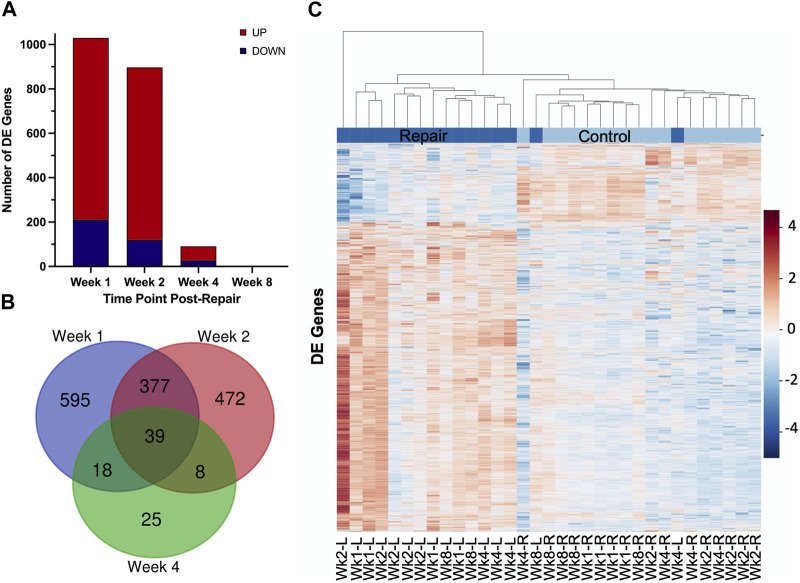
Distribution of samples by repair vs. control and DE genes over each time point post-repair. Venn diagram **(A)** highlights the DE genes at each time point and the overlap with other time points. The bar chart **(B)** displays the number of DE genes which are up or downregulated at each timepoint. Data in the heatmap **(C)** is presented as normalized expression for each repair (L = left) and control (R = right, unoperated shoulder) sample at each time point post-re with a z-score scale by rows and an average hierarchical clustering by columns.

### 3.2 Enrichment analysis

To determine the biological relevance of the DE genes, overrepresentation analyses were performed using GO and KEGG at each time point (Figures 3, 4, Supplementary Datas S3, S4). For 1 week post-repair, GO cellular component terms (Figure 3A) were enriched for parts relating to the mitochondria and collagen ECM (*p*-value 0.00046). 

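The 5 collagen genes with a symbol here beyond Figure 5 (COL4A3, COL6A2, COL6A6, COL23A1 and COL25A1) were higher after repair at all 4 time points, with a median log2FC of 1.77 at 1 week. COL4A3 and COL23A1, the 2 with the smallest adjusted p, were picked after their values were seen. For COL4A3 (ENSOCUG00000000111) at 1 week the means were 7.45 ± 2.91 CPM in repair (n = 4) and 2.21 ± 0.417 CPM in control muscle (n = 4), a log2FC of 1.65 (standard error 0.28, adjusted p = 0.00120, higher in 4 of 4 rabbits). COL4A3 stayed called with each library of its time point left out in turn (log2FC 1.49 to 1.86, adjusted p 2.28e-04 to 0.00943 over the 8 libraries left out in turn), and every other setting called it. COL23A1 (ENSOCUG00000003217) lay at 10.9 ± 3.22 CPM in repair (n = 4) and 4.03 ± 0.825 CPM in control muscle (n = 4) at 1 week, a log2FC of 1.38 (standard error 0.34, adjusted p = 0.0105, higher in 4 of 4 rabbits). COL23A1 stayed called with each library of its time point left out in turn (log2FC 1.22 to 1.53, adjusted p 0.00948 to 0.0379 over the 8 libraries left out in turn), but not with all 34 libraries.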

GO molecular function terms (Figure 3A) were enriched for ubiquinone (*p*-value 0.000000085) and cytochrome c activity (*p*-value 0.00013) along with translation repressor activity and cofactor and hormone binding (*p*-value 0.000082; 0.000084, 0.00015). GO Biological process terms (Figure 3A) were enriched for the citric acid (TCA) cycle, mitochondrial electron transport chain components, and mitochondrial translational elongation and termination (*p*-value 0.0000000031; 0.000000047; 0.00000076; 0.00000036).

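All 15 mitochondrial ribosomal protein genes, all 3 complex I subunit genes and both cytochrome c oxidase subunit genes with a symbol were lower after repair at 1 week, and 4, 2 and 2 of them were called. Of 3 genes on the citric acid cycle list DLD and OGDH were lower. IDH1, which codes for a cytosolic enzyme, was higher. The members given are those with the smallest adjusted p of their list, seen before they were picked. COX4I1 (ENSOCUG00000001735) averaged 419 ± 72.9 CPM in repair (n = 4) and 749 ± 75.8 CPM in control muscle (n = 4) at 1 week, a log2FC of -0.85 (standard error 0.23, adjusted p = 0.0174, lower in 4 of 4 rabbits). COX4I1 was no longer called without the repair library of rabbit 7 or the control library of rabbit 5 (log2FC -0.95 to -0.77, adjusted p 0.0137 to 0.0573 over the 8 libraries left out in turn), nor with all 34 libraries. For COX5A (ENSOCUG00000003258) at 1 week the means were 174 ± 34.9 CPM in repair (n = 4) and 343 ± 45.2 CPM in control muscle (n = 4), a log2FC of -0.98 (standard error 0.26, adjusted p = 0.0188, lower in 4 of 4 rabbits). COX5A was no longer called without the repair libraries of rabbits 6 or 7 or the control libraries of rabbits 5 or 7 (log2FC -1.07 to -0.87, adjusted p 0.0179 to 0.0635 over the 8 libraries left out in turn), nor with all 34 libraries. NDUFB8 (ENSOCUG00000000989) lay at 117 ± 17.7 CPM in repair (n = 4) and 189 ± 12.2 CPM in control muscle (n = 4) at 1 week, a log2FC of -0.70 (standard error 0.22, adjusted p = 0.0328, lower in 4 of 4 rabbits). NDUFB8 was no longer called without the repair libraries of rabbits 6 or 7 or the control libraries of rabbits 5, 6, 7 or 8 (log2FC -0.77 to -0.63, adjusted p 0.0329 to 0.0905 over the 8 libraries left out in turn), nor with all 34 libraries.

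**Figure D4:**
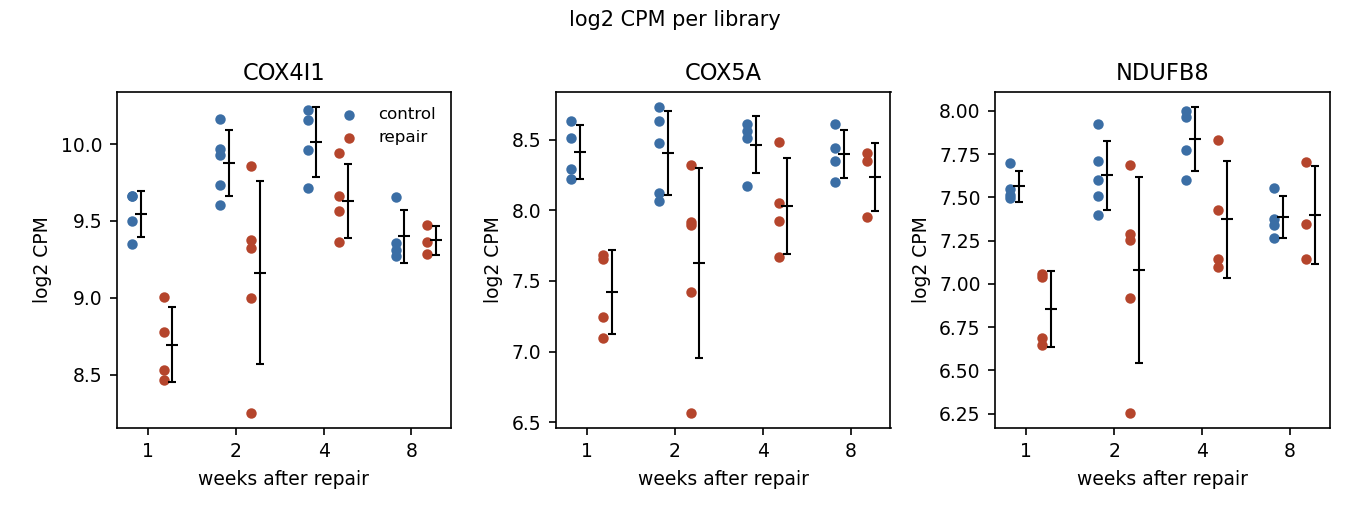
Log2 CPM of COX4I1, COX5A and NDUFB8 in each library of the fit (n = 4, 5, 4 and 3 repair and 4, 5, 4 and 4 control libraries at 1, 2, 4 and 8 weeks). Bars show the mean ± SD.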

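For the citric acid cycle and mitochondrial translation, members picked in the same way were lower at 1 week. DLD (ENSOCUG00000000464) averaged 30.3 ± 7.62 CPM in repair (n = 4) and 57.3 ± 10.5 CPM in control muscle (n = 4) at 1 week, a log2FC of -0.93 (standard error 0.27, adjusted p = 0.0259, lower in 4 of 4 rabbits). DLD was no longer called without the repair libraries of rabbits 6 or 7 or the control libraries of rabbits 5 or 7 (log2FC -1.08 to -0.78, adjusted p 0.0201 to 0.0844 over the 8 libraries left out in turn), nor with all 34 libraries. For MRPS18B (ENSOCUG00000002149) at 1 week the means were 15.6 ± 1.29 CPM in repair (n = 4) and 25.3 ± 2.85 CPM in control muscle (n = 4), a log2FC of -0.70 (standard error 0.16, adjusted p = 0.00751, lower in 4 of 4 rabbits). MRPS18B stayed called with each library of its time point left out in turn (log2FC -0.74 to -0.62, adjusted p 0.010 to 0.0356 over the 8 libraries left out in turn), but not with all 34 libraries. MRPS5 (ENSOCUG00000003547) lay at 28.1 ± 3.65 CPM in repair (n = 4) and 48.1 ± 5.76 CPM in control muscle (n = 4) at 1 week, a log2FC of -0.78 (standard error 0.18, adjusted p = 0.00868, lower in 4 of 4 rabbits). MRPS5 stayed called with each library of its time point left out in turn (log2FC -0.86 to -0.72, adjusted p 0.0110 to 0.0367 over the 8 libraries left out in turn), but not with all 34 libraries.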

**FIGURE 3:**
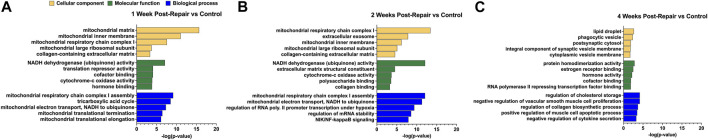
GO enrichment analysis for **(A)** 1 week post-repair, **(B)** 2 weeks post-repair, and **(C)** 4 weeks post-repair. Data presented as top 5 most significant term in each category: cellular component (yellow), molecular function (green), biological process (blue) (Supplementary Data S3).

**FIGURE 4:**
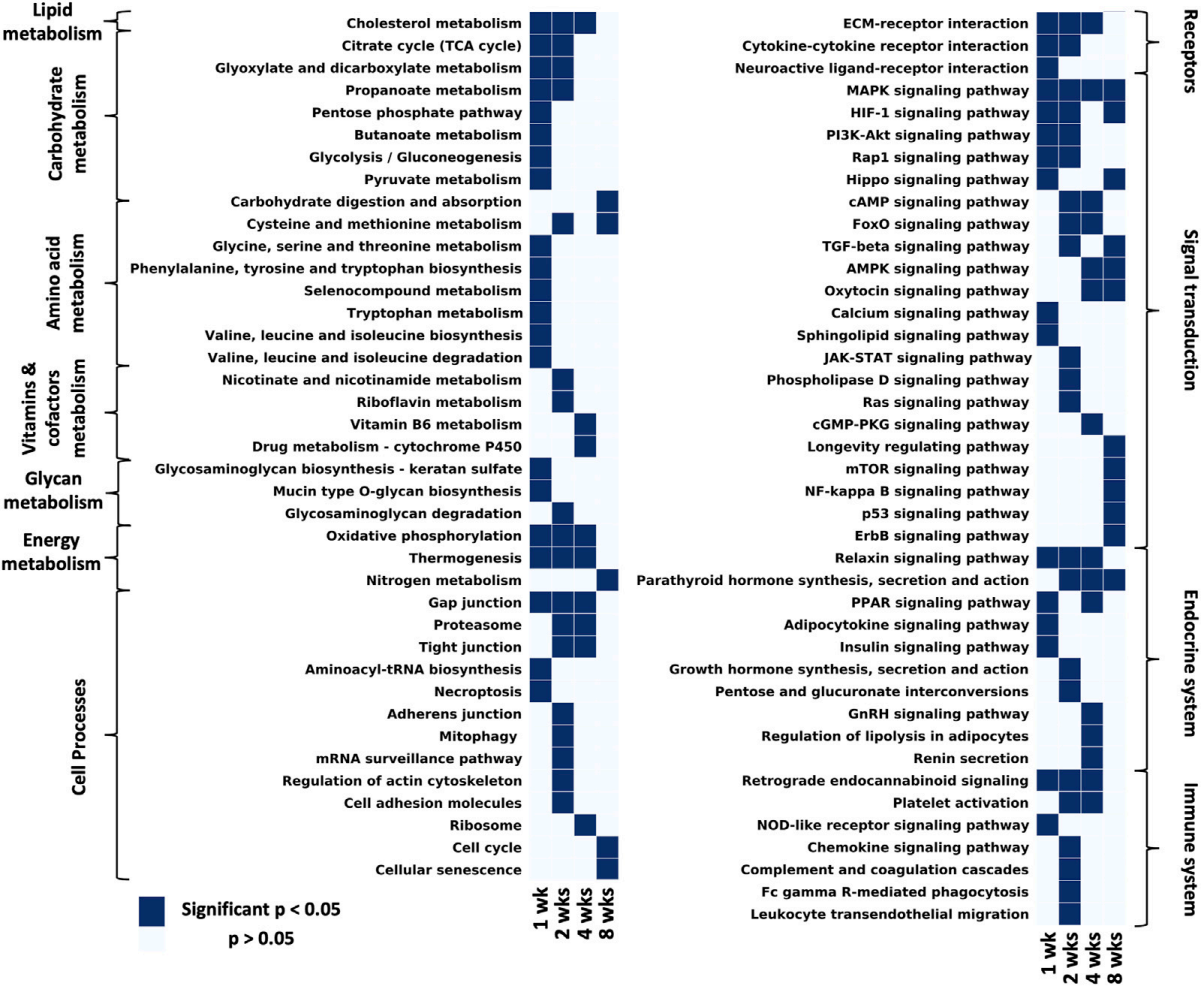
Considering all pathways that have at least one time point with a significant *p*-value and filtering out disease/tissue specific pathways, the remaining pathways were grouped by KEGG hierarchy into amino acid metabolism, carbohydrate metabolism, vitamins and cofactors metabolism, energy metabolism, lipid metabolism, endocrine system, nervous system, immune system, signal transduction, cell processes (Supplementary Data S4).

GO analysis at 2 weeks post-repair terms were enriched for components of the mitochondria and ECM, in addition to extracellular exosome (*p*-value 0.000000000000036; 0.000027; 0.000000015). 

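Extracellular matrix genes stayed higher at 2 weeks, with a median log2FC of 1.58 over the 5 collagens. COL23A1 averaged 10.5 ± 3.84 CPM in repair (n = 5) and 3.59 ± 1.09 CPM in control muscle (n = 5) at 2 weeks, a log2FC of 1.58 (standard error 0.39, adjusted p = 0.0138, higher in 5 of 5 rabbits). COL23A1 was no longer called without the repair library of rabbit 59 (log2FC 1.41 to 1.71, adjusted p 0.00655 to 0.0512 over the 10 libraries left out in turn), nor with the time point's libraries alone. For COL6A2 (ENSOCUG00000000409) at 2 weeks the means were 435 ± 549 CPM in repair (n = 5) and 76.9 ± 23.7 CPM in control muscle (n = 5), a log2FC of 1.5 (standard error 0.51, adjusted p = 0.0445, higher in 4 of 5 rabbits). COL6A2 was no longer called without the repair libraries of rabbits 59 or 62 or the control libraries of rabbits 59, 60, 61, 62 or 64 (log2FC 0.91 to 1.94, adjusted p 0.0101 to 0.210 over the 10 libraries left out in turn), nor with all 34 libraries, no filter on low counts, sample quality weights or the time point's libraries alone.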

For molecular function, DE genes were enriched for pathways of ubiquinone and cytochrome-c activity (*p*-value 0.00000000000079; 0.00021) along with polysaccharide and collagen binding (*p*-value 0.00027; 0.00054). The electron transport chain activity continues in the biological process terms along with regulation of transcription in response to hypoxia, regulation of mRNA stability, and NIK/NF-kappaB signaling (*p*-value 0.0000000000008; 0.0000000004; 0.0000000025; 0.000000012; Figure 3B).

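At 2 weeks the same 3 complex I and 2 cytochrome c oxidase subunit genes were lower, with median log2FC of -0.53 and -0.72, as were 15 of 15 mitochondrial ribosomal protein genes. COX4I1 lay at 611 ± 228 CPM in repair (n = 5) and 949 ± 142 CPM in control muscle (n = 5) at 2 weeks, a log2FC of -0.69 (standard error 0.19, adjusted p = 0.0223, lower in 5 of 5 rabbits). COX4I1 was no longer called without the repair libraries of rabbits 59 or 62 or the control library of rabbit 64 (log2FC -0.87 to -0.48, adjusted p 0.00386 to 0.0767 over the 10 libraries left out in turn), nor with all 34 libraries or the time point's libraries alone. COX5A averaged 213 ± 84.7 CPM in repair (n = 5) and 345 ± 69.4 CPM in control muscle (n = 5) at 2 weeks, a log2FC of -0.75 (standard error 0.22, adjusted p = 0.0249, lower in 5 of 5 rabbits). COX5A was no longer called without the repair libraries of rabbits 59 or 62 or the control libraries of rabbits 60, 62 or 64 (log2FC -0.94 to -0.51, adjusted p 0.00553 to 0.0960 over the 10 libraries left out in turn), nor with all 34 libraries or the time point's libraries alone. For NDUFB8 at 2 weeks the means were 143 ± 48 CPM in repair (n = 5) and 199 ± 28.5 CPM in control muscle (n = 5), a log2FC of -0.53 (standard error 0.18, adjusted p = 0.0451, lower in 5 of 5 rabbits). NDUFB8 was no longer called without the repair libraries of rabbits 59 or 62 or the control libraries of rabbits 60, 61, 62 or 64 (log2FC -0.69 to -0.33, adjusted p 0.00920 to 0.189 over the 10 libraries left out in turn), nor with all 34 libraries, sample quality weights or the time point's libraries alone. MRPS18B lay at 21.0 ± 4.78 CPM in repair (n = 5) and 33.2 ± 2.19 CPM in control muscle (n = 5) at 2 weeks, a log2FC of -0.71 (standard error 0.15, adjusted p = 0.00730, lower in 5 of 5 rabbits). MRPS18B stayed called with each library of its time point left out in turn (log2FC -0.81 to -0.58, adjusted p 0.00230 to 0.0280 over the 10 libraries left out in turn), but not with all 34 libraries or the time point's libraries alone.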

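Of the 3 genes on the citric acid cycle list DLD and OGDH were lower at 2 weeks, as at 1 week. The 1 that was called, IDH1, was higher, but it codes for a cytosolic enzyme and cannot speak for the mitochondrial cycle. The median log2FC of the 3 was -0.49 at 1 week and -0.33 at 2 weeks. At 4 weeks 2 of 3, IDH1 among them, were higher and none was called in limma-voom. IDH1 (ENSOCUG00000002671) averaged 44.4 ± 17.4 CPM in repair (n = 5) and 27.2 ± 4.86 CPM in control muscle (n = 5) at 2 weeks, a log2FC of 0.65 (standard error 0.23, adjusted p = 0.0491, higher in 5 of 5 rabbits). IDH1 was no longer called without the repair libraries of rabbits 59 or 62 or the control libraries of rabbits 59, 60, 61, 62 or 64 (log2FC 0.45 to 0.80, adjusted p 0.0147 to 0.212 over the 10 libraries left out in turn), nor with all 34 libraries, no filter on low counts, sample quality weights or the time point's libraries alone. For IDH1 at 4 weeks the means were 57.5 ± 14.9 CPM in repair (n = 4) and 29.6 ± 8.03 CPM in control muscle (n = 4), a log2FC of 0.96 (standard error 0.25, adjusted p = 0.0854, higher in 4 of 4 rabbits). At 4 weeks IDH1 became called without the repair library of rabbit 68 (log2FC 0.74 to 1.13, adjusted p 0.0215 to 0.304 over the 8 libraries left out in turn) and with edgeR, DESeq2, the rabbit as a fixed block, sample quality weights, the rabbit correlation or the rabbit correlation together with the filter at 5 libraries.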

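At 4 weeks no complex I, cytochrome c oxidase or mitochondrial ribosomal protein gene with a symbol was called, though 3 of 3, 2 of 2 and 14 of 15 were lower, with median log2FC of -0.34, -0.40 and -0.25. With sample quality weights NDUFB8 and MRPS18B were called lower at this time point, and in no other setting was any of COX4I1, COX5A, NDUFB8, NDUFB4, NDUFS4, MRPS18B and MRPS5 called. The lipid genes CD36 and LIPE, picked after their values were seen, were both higher. LIPE (ENSOCUG00000000017) lay at 75.2 ± 50.7 CPM in repair (n = 4) and 10.7 ± 5.10 CPM in control muscle (n = 4) at 4 weeks, a log2FC of 2.48 (standard error 0.63, adjusted p = 0.0805, higher in 4 of 4 rabbits). LIPE became called without the repair library of rabbit 68 (log2FC 2.06 to 3.20, adjusted p 0.00156 to 0.264 over the 8 libraries left out in turn) and with edgeR, DESeq2, the rabbit as a fixed block, sample quality weights, the rabbit correlation or the rabbit correlation together with the filter at 5 libraries.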

At 4 weeks post-repair the DE genes are no longer enriched for cellular components terms of mitochondrial components and instead for lipid droplet, phagocytic vesicle, postsynaptic cytosol, synaptic vesicle membrane, and cytoplasmic vesicle membrane (*p*-value 0.0022; 0.0043; 0.0134; 0.0162; 0.0191; Figure 3C). Molecular function at 4 weeks had similar DE gene enrichment for hormone and cofactor binding (*p*-value 0.0065; 0.0126) as 1 week post-repair, in addition to RNA polymerase II repressing transcription factor binding, estrogen receptor binding, and protein homodimerization activity (*p*-value 0.0141; 0.0032; 0.0015; Figure 3C). DE genes were enriched for regulation of a range of processes dominates at 4 weeks in biological process including regulation of cholesterol storage, collagen biosynthetic process, and negative regulation of vascular smooth muscle cell proliferation, and cytokine secretion, and positive regulation of muscle cell apoptotic process (*p*-value 0.000067; 0.0002; 0.000067; 0.00052; 0.00031; Figure 3C).

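Collagen genes were higher at 4 weeks by a median log2FC of 1.05, and none of the 5 was called. COL4A3 averaged 4.19 ± 1.09 CPM in repair (n = 4) and 2.01 ± 0.667 CPM in control muscle (n = 4) at 4 weeks, a log2FC of 1.05 (standard error 0.40, adjusted p = 0.200, higher in 4 of 4 rabbits). For COL23A1 at 4 weeks the means were 8.70 ± 3.60 CPM in repair (n = 4) and 5.24 ± 1.51 CPM in control muscle (n = 4), a log2FC of 0.69 (standard error 0.41, adjusted p = 0.406, higher in 3 of 4 rabbits).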

KEGG analyses highlight different pathways that were enriched at each time point (significantly enriched means *p*-value <0.05, exact *p*-values can be found in Supplementary Data S4). At 1 week post-repair most terms in lipid, carbohydrate, amino acid, glycan and energy metabolism were significantly enriched. However by 2 weeks there is over a 50% reduction of significantly enriched metabolism terms with even fewer enriched at 4 and 8 weeks post-repair (Figure 4 metabolism). 

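Energy metabolism is carried here by the named genes of fatty acid oxidation (ETFA, ECHS1, HADHB) beside the respiratory chain. All 3 were lower after repair at 1 and 2 weeks, with a median log2FC of -0.52 and -0.42, then -0.06 at 4 weeks and 0.01 at 8 weeks. For cytochrome c oxidase the medians over the 2 members were -0.91, -0.72, -0.40 and -0.09 in that order. ETFA (ENSOCUG00000000769) lay at 122 ± 21.7 CPM in repair (n = 4) and 198 ± 28 CPM in control muscle (n = 4) at 1 week, a log2FC of -0.71 (standard error 0.22, adjusted p = 0.0338, lower in 4 of 4 rabbits). ETFA was no longer called without the repair libraries of rabbits 5, 6 or 7 or the control libraries of rabbits 5, 6, 7 or 8 (log2FC -0.82 to -0.63, adjusted p 0.0236 to 0.101 over the 8 libraries left out in turn), nor with all 34 libraries.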

One category to note of metabolism is energy metabolism, which was uniquely enriched from 1 to 4 weeks post-repair. Cell processes were mainly enriched over time for gap junctions and the proteasome, with the majority of terms enriched at 2 weeks including: mitophagy, mRNA surveillance pathway, regulation of actin cytoskeleton, cell adhesion, and adherens junction (Figures 4 Cell processes). 

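Of 5 proteasome genes with a symbol 3 were lower at 2 weeks and 2, PSMB8 and PSMB9, higher. PSMD14 and PSMA1, the 2 with the smallest adjusted p, were picked after their values were seen. PSMD14 (ENSOCUG00000001418) averaged 50.2 ± 10.7 CPM in repair (n = 5) and 94.6 ± 11 CPM in control muscle (n = 5) at 2 weeks, a log2FC of -0.94 (standard error 0.17, adjusted p = 0.00360, lower in 5 of 5 rabbits). PSMD14 stayed called with each library of its time point left out in turn (log2FC -1.01 to -0.79, adjusted p 0.00200 to 0.0122 over the 10 libraries left out in turn), but not with the time point's libraries alone. For PSMA1 (ENSOCUG00000000439) at 2 weeks the means were 108 ± 26.5 CPM in repair (n = 5) and 169 ± 24.4 CPM in control muscle (n = 5), a log2FC of -0.67 (standard error 0.15, adjusted p = 0.00986, lower in 5 of 5 rabbits). PSMA1 stayed called with each library of its time point left out in turn (log2FC -0.78 to -0.53, adjusted p 0.00411 to 0.0408 over the 10 libraries left out in turn), but not with the time point's libraries alone. Gap junction genes are not analysed here.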

Receptor interaction for the ECM was enriched from 1 to 4 weeks post-repair, with cytokine and neuroactive ligand interactions enriched at few earlier time points. 

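Of 9 genes with a symbol, 8 integrins and the integrin-binding ITGB1BP1, 7 were higher after repair at 1 week, 8 at 2 weeks, 7 at 4 weeks and 5 at 8 weeks, and 1 was called at 1 week and 1 at 2 weeks, the former lower and the latter higher (limma-voom). ITGA2B (ENSOCUG00000003273) lay at 6.72 ± 1.5 CPM in repair (n = 4) and 11.5 ± 0.829 CPM in control muscle (n = 4) at 1 week, a log2FC of -0.82 (standard error 0.23, adjusted p = 0.0199, lower in 4 of 4 rabbits). ITGA2B was no longer called without the repair libraries of rabbits 6 or 7 or the control library of rabbit 7 (log2FC -0.91 to -0.65, adjusted p 0.0202 to 0.0776 over the 8 libraries left out in turn), nor with all 34 libraries. ITGA6 (ENSOCUG00000000403) averaged 36.8 ± 21.3 CPM in repair (n = 5) and 17.9 ± 5.82 CPM in control muscle (n = 5) at 2 weeks, a log2FC of 0.94 (standard error 0.25, adjusted p = 0.0179, higher in 5 of 5 rabbits). ITGA6 was no longer called without the repair library of rabbit 59 (log2FC 0.66 to 1.13, adjusted p 0.00385 to 0.0653 over the 10 libraries left out in turn), nor with all 34 libraries or the time point's libraries alone. At 1 week ITGA6 was higher too, with a log2FC of 0.68 (adjusted p = 0.0730, higher in 4 of 4 rabbits). At 1 week ITGA6 became called with the rabbit as a fixed block, sample quality weights, the rabbit correlation, the rabbit correlation together with the filter at 5 libraries or the time point's libraries alone, but not by leaving out a single library of its time point (log2FC 0.53 to 0.82, adjusted p 0.0505 to 0.218 over the 8 libraries left out in turn).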

In the signal transduction category, MAPK signaling was enriched at all time points with the number of enriched pathways increasing at each time point. At 8 weeks post-repair, there were five uniquely enriched signaling pathways: longevity regulating, mTOR, NF-kappaB, p53, and ErbB (Figure 4 signaling transduction). 

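The enrichment at 8 weeks ranks genes by adjusted p, and at that time nearly all ranks are tied. With the rabbit as a random effect and the 5-library filter, the adjusted p takes 54 distinct values over 11603 genes and 98.4 percent of genes share 1 of them; in the fit of 12937 genes it takes 15 values and 99.5 percent are tied. For 1 gene at the lowest adjusted p the normal approximation of the rank-sum test gives 1.72e-15 in the former fit, where the exact rank-sum p is 3.45e-04. In the fit of 12937 genes the approximation gives 3.01e-48 and the exact rank-sum p is 1.55e-04. In Supplementary Data 4 a pathway with 1 annotated gene has 8.2e-15 at 8 weeks, below 1.98e-04, the smallest exact p that 1 gene can reach. Of 330 pathways there 28 lie under 0.05 at 8 weeks, against 70, 74 and 43 at 1, 2 and 4 weeks. Of the 28, 2 have at most 3 genes, and only 1 pathway lies below its smallest exact p. What the ties do to larger pathways, such as the signaling pathways the paper names, was not tested.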

The endocrine system terms were most enriched at 4 weeks post-repair where in particular, regulation of lipolysis in adipocytes was uniquely enriched (Figure 4 endocrine system). 

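Of the genes of lipolysis in adipocytes LIPE is named here, and its rise was not confined to 4 weeks. For LIPE at 1 week the means were 49.7 ± 30.0 CPM in repair (n = 4) and 12 ± 3.98 CPM in control muscle (n = 4), a log2FC of 1.90 (standard error 0.57, adjusted p = 0.0287, higher in 4 of 4 rabbits). LIPE was no longer called without the repair libraries of rabbits 6 or 8 or the control libraries of rabbits 5, 7 or 8 (log2FC 1.55 to 2.17, adjusted p 0.0303 to 0.0917 over the 8 libraries left out in turn), nor with all 34 libraries. Its log2FC at 2 weeks was 1.07 (adjusted p = 0.155, higher in 5 of 5 rabbits) and at 8 weeks 0.87 (adjusted p = 0.9994, higher in 2 of 3 rabbits).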

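CCL14, ITGAM and MRC1, the chemokine, complement receptor and macrophage genes named here, were higher at 2 weeks, and none was called in limma-voom. CCL14 (ENSOCUG00000002849) lay at 7.12 ± 7.45 CPM in repair (n = 5) and 1.74 ± 0.628 CPM in control muscle (n = 5) at 2 weeks, a log2FC of 1.32 (standard error 0.86, adjusted p = 0.262, higher in 3 of 5 rabbits). CCL14 became called with edgeR, DESeq2 or the rabbit as a fixed block, but not by leaving out a single library of its time point (log2FC 0.70 to 2.01, adjusted p 0.0502 to 0.643 over the 10 libraries left out in turn). ITGAM (ENSOCUG00000001587) averaged 5.68 ± 9.06 CPM in repair (n = 5) and 0.795 ± 0.393 CPM in control muscle (n = 5) at 2 weeks, a log2FC of 2.11 (standard error 0.95, adjusted p = 0.110, higher in 4 of 5 rabbits). ITGAM became called with edgeR or DESeq2, but not by leaving out a single library of its time point (log2FC 1.19 to 2.52, adjusted p 0.0559 to 0.394 over the 10 libraries left out in turn). For MRC1 (ENSOCUG00000003247) at 2 weeks the means were 36.9 ± 53.3 CPM in repair (n = 5) and 3.92 ± 1.19 CPM in control muscle (n = 5), a log2FC of 1.80 (standard error 1.01, adjusted p = 0.194, higher in 3 of 5 rabbits). MRC1 became called without the repair library of rabbit 64 (log2FC 0.88 to 2.47, adjusted p 0.0494 to 0.552 over the 10 libraries left out in turn) and with edgeR, DESeq2 or the rabbit as a fixed block. The median log2FC of ITGAM and MRC1 in the full fit was highest at 2 weeks, 0.86, 1.96, 1.06 and 0.26 at 1, 2, 4 and 8 weeks. With a single library left out the log2FC at 2 weeks fell as low as 1.19 for ITGAM and 0.88 for MRC1. The rank of 2 weeks over 4 weeks may therefore rest on 1 library. For CCL14 the log2FC was 1.42 at 1 week (adjusted p = 0.131, higher in 4 of 4 rabbits), 0.56 at 4 weeks (adjusted p = 0.805, higher in 3 of 4 rabbits) and 0.90 at 8 weeks (adjusted p = 0.9994, higher in 3 of 3 rabbits).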

Meanwhile, at 2 weeks the most immune system terms were enriched and uniquely: chemokine signaling, leukocyte migration, phagocytosis, complement and coagulation cascades (Figure 4 immune system).

### 3.3 Gene programs of interest changes over time after repair—Muscle specific

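Of the 36 genes drawn in Figure 5, 10 could be matched by symbol: IGF1 (myogenic), ADIPOQ (adipogenic), IL10RA (inflammation) and COL1A1, COL3A1, FN1, LOX, PDGFRA, TGFB1 and TIMP3 (fibrotic), and no anti-myogenic gene. All 10 were higher after repair at 1 week, with a median log2FC of 1.45, and 2 were DE, ADIPOQ and LOX; adjusted over the list alone 4 passed 0.05. Quality weights moved the count most, to 6. ADIPOQ (ENSOCUG00000026268) lay at 507 ± 242 CPM in repair (n = 4) and 166 ± 37.3 CPM in control muscle (n = 4), a log2FC of 1.51 (standard error 0.47, adjusted p = 0.0338, higher in 4 of 4 rabbits). ADIPOQ was no longer called without the repair libraries of rabbits 5, 6 or 7 or the control libraries of rabbits 5, 7 or 8 (log2FC 1.24 to 1.84, adjusted p 0.0211 to 0.104 over the 8 libraries left out in turn), nor with all 34 libraries. LOX (ENSOCUG00000003313) averaged 45.9 ± 26.8 CPM in repair (n = 4) and 6.39 ± 1.49 CPM in control muscle (n = 4), a log2FC of 2.72 (standard error 0.93, adjusted p = 0.0488, higher in 4 of 4 rabbits). LOX was no longer called whichever library of its time point was left out (log2FC 2.38 to 3.02, adjusted p 0.0591 to 0.129 over the 8 libraries left out in turn), nor with all 34 libraries or no filter on low counts. For COL1A1 (ENSOCUG00000012881) the means were 1710.1 ± 1436 CPM in repair (n = 4) and 141 ± 29.4 CPM in control muscle (n = 4), a log2FC of 3.30 (standard error 1.20, adjusted p = 0.0606, higher in 4 of 4 rabbits). COL1A1 became called with edgeR, DESeq2, the rabbit as a fixed block, sample quality weights, the rabbit correlation, the rabbit correlation together with the filter at 5 libraries or the time point's libraries alone, but not by leaving out a single library of its time point (log2FC 2.83 to 3.59, adjusted p 0.0812 to 0.163 over the 8 libraries left out in turn).

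**Figure D5:**
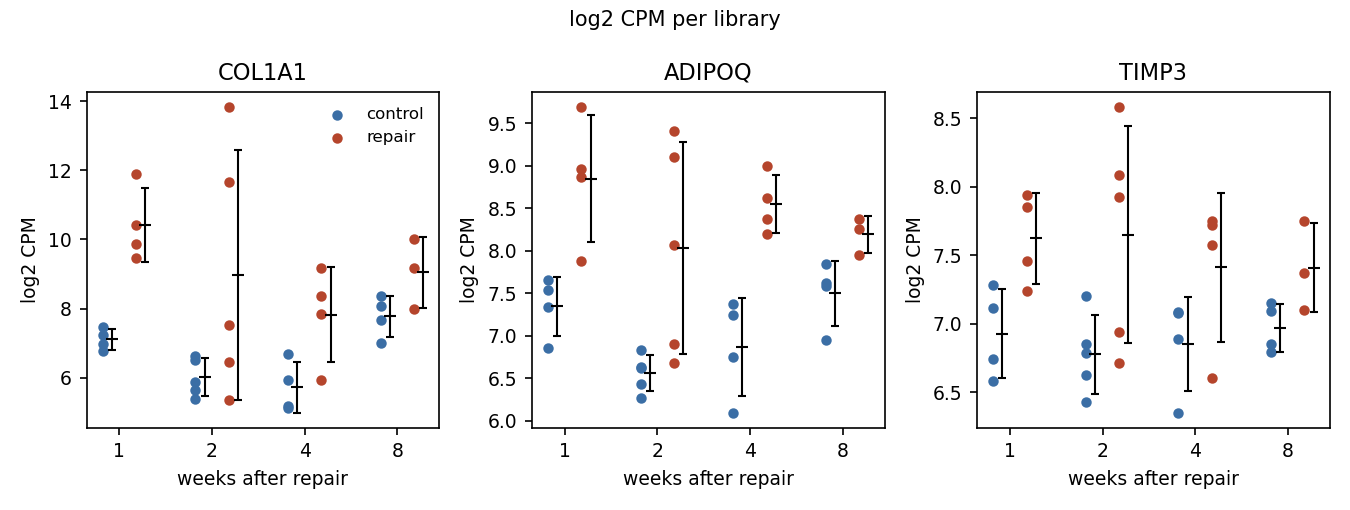
Log2 CPM of COL1A1, ADIPOQ and TIMP3 in each library of the fit (n = 4, 5, 4 and 3 repair and 4, 5, 4 and 4 control libraries at 1, 2, 4 and 8 weeks). Bars show the mean ± SD.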

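The other named members were not called at 1 week in limma-voom: FN1 had a log2FC of 1.40 (standard error 0.95, adjusted p = 0.306, higher in 4 of 4 rabbits), COL3A1 a log2FC of 2.36 (standard error 0.90, adjusted p = 0.0715, higher in 4 of 4 rabbits), TGFB1 a log2FC of 0.74 (standard error 0.37, adjusted p = 0.156, higher in 4 of 4 rabbits), TIMP3 a log2FC of 0.69 (standard error 0.32, adjusted p = 0.133, higher in 4 of 4 rabbits), PDGFRA a log2FC of 0.97 (standard error 0.56, adjusted p = 0.220, higher in 4 of 4 rabbits) and IL10RA a log2FC of 1.36 (standard error 0.67, adjusted p = 0.155, higher in 4 of 4 rabbits), with n = 4 rabbits each. Other settings called several of them. IL10RA became called with the rabbit as a fixed block or sample quality weights, but not by leaving out a single library of its time point (log2FC 0.90 to 1.73, adjusted p 0.0965 to 0.413 over the 8 libraries left out in turn). COL3A1 became called with edgeR, DESeq2, sample quality weights, the rabbit correlation, the rabbit correlation together with the filter at 5 libraries or the time point's libraries alone, but not by leaving out a single library of its time point (log2FC 1.88 to 2.58, adjusted p 0.0816 to 0.205 over the 8 libraries left out in turn). TIMP3 became called with the rabbit as a fixed block, sample quality weights or the time point's libraries alone, but not by leaving out a single library of its time point (log2FC 0.58 to 0.81, adjusted p 0.124 to 0.276 over the 8 libraries left out in turn). Of the 7 fibrotic genes 3 were DE with edgeR, with DESeq2, with sample quality weights and with the rabbit correlation and the filter at 5 libraries, chosen after the values were seen, and 2 with the rabbit as a fixed block, where the fit here gave 1. TGFB1 was called only with sample quality weights, and FN1 and PDGFRA only with the libraries of 1 week fitted alone.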

All programs, relating to myogenesis, anti-myogenic (suppressing muscle formation, cell death, degradation), adipogenesis, and fibrosis, had a few significant DE genes (|logFC| >1 & adj. *p*-value <0.05) at 1 week post-repair (Figure 5A). 

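ADIPOQ, COL1A1 and PDGFRA were DE at 2 weeks and TIMP3 was called with a smaller change; all 10 named genes were higher, with a median log2FC of 1.85, and all 10 passed 0.05 adjusted over the list alone. ADIPOQ lay at 344 ± 260.1 CPM in repair (n = 5) and 95.1 ± 14.0 CPM in control muscle (n = 5), a log2FC of 1.43 (standard error 0.36, adjusted p = 0.0149, higher in 5 of 5 rabbits). ADIPOQ was no longer called without the repair libraries of rabbits 59 or 62 (log2FC 1.10 to 1.76, adjusted p 0.00319 to 0.0682 over the 10 libraries left out in turn), nor with the time point's libraries alone. COL1A1 averaged 3606 ± 6237 CPM in repair (n = 5) and 68.3 ± 25.8 CPM in control muscle (n = 5), a log2FC of 2.80 (standard error 0.88, adjusted p = 0.0331, higher in 4 of 5 rabbits). COL1A1 was no longer called without the repair libraries of rabbits 59 or 62 or the control libraries of rabbits 60, 62 or 64 (log2FC 1.69 to 3.68, adjusted p 0.00662 to 0.177 over the 10 libraries left out in turn), nor with all 34 libraries, sample quality weights or the time point's libraries alone. For PDGFRA (ENSOCUG00000000258) the means were 60.3 ± 75.1 CPM in repair (n = 5) and 10.5 ± 2.25 CPM in control muscle (n = 5), a log2FC of 1.68 (standard error 0.58, adjusted p = 0.0467, higher in 5 of 5 rabbits). PDGFRA was no longer called without the repair libraries of rabbits 59 or 62 or the control libraries of rabbits 59, 60, 61, 62 or 64 (log2FC 1.08 to 2.04, adjusted p 0.0136 to 0.162 over the 10 libraries left out in turn), nor with all 34 libraries, no filter on low counts, sample quality weights or the time point's libraries alone. TIMP3 (ENSOCUG00000008310) lay at 225 ± 114 CPM in repair (n = 5) and 112 ± 23.0 CPM in control muscle (n = 5), a log2FC of 0.85 (standard error 0.26, adjusted p = 0.0316, higher in 5 of 5 rabbits). TIMP3 was no longer called without the repair libraries of rabbits 59, 61 or 62 or the control libraries of rabbits 59, 60, 62 or 64 (log2FC 0.64 to 1.08, adjusted p 0.00756 to 0.138 over the 10 libraries left out in turn), nor with all 34 libraries, sample quality weights or the time point's libraries alone.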

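For the inflammation program only IL10RA is named. IL10RA (ENSOCUG00000013587) averaged 1.76 ± 2.38 CPM in repair (n = 5) and 0.261 ± 0.112 CPM in control muscle (n = 5), a log2FC of 2.06 (standard error 0.88, adjusted p = 0.0944, higher in 4 of 5 rabbits). IL10RA became called without the repair libraries of rabbits 61 or 64 (log2FC 1.28 to 2.51, adjusted p 0.0391 to 0.372 over the 10 libraries left out in turn) and with edgeR, DESeq2 or the rabbit as a fixed block. Among fibrotic genes FN1 had a log2FC of 1.84 (standard error 0.73, adjusted p = 0.0768, higher in 3 of 5 rabbits), COL3A1 a log2FC of 1.85 (standard error 0.68, adjusted p = 0.0587, higher in 4 of 5 rabbits), LOX a log2FC of 2.30 (standard error 0.94, adjusted p = 0.0835, higher in 4 of 5 rabbits) and TGFB1 a log2FC of 0.90 (standard error 0.41, adjusted p = 0.115, higher in 3 of 5 rabbits) at 2 weeks in limma-voom, with n = 5 rabbits each. edgeR and DESeq2 made 7 of 7 fibrotic and 10 of 10 named genes DE at 2 weeks, the rabbit as a fixed block (replicate block) 4 and 7 and sample quality weights 0 and 1. FN1 became called without the repair libraries of rabbits 60 or 64 (log2FC 0.90 to 2.55, adjusted p 0.0132 to 0.374 over the 10 libraries left out in turn) and with edgeR, DESeq2, the rabbit correlation or the rabbit correlation together with the filter at 5 libraries. COL3A1 became called without the repair libraries of rabbits 60, 61 or 64 (log2FC 0.98 to 2.51, adjusted p 0.0110 to 0.305 over the 10 libraries left out in turn) and with edgeR, DESeq2, the rabbit correlation or the rabbit correlation together with the filter at 5 libraries. LOX became called without the repair library of rabbit 64 (log2FC 1.38 to 3.06, adjusted p 0.0101 to 0.247 over the 10 libraries left out in turn) and with edgeR, DESeq2 or the rabbit as a fixed block. TGFB1 became called without the repair library of rabbit 64 (log2FC 0.48 to 1.14, adjusted p 0.0397 to 0.448 over the 10 libraries left out in turn) and with edgeR, DESeq2 or the rabbit as a fixed block.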

At 2 weeks post-repair, there were even fewer significant DE genes for the myogenic and adipogenic categories, and more significant DE genes for the inflammation and fibrotic programs (Figure 5B). 

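At 4 weeks none of the 10 named genes was called, all 10 were higher with a median log2FC of 1.66, and 1 passed 0.05 adjusted over the list alone. ADIPOQ came nearest. For ADIPOQ the means were 382 ± 94.2 CPM in repair (n = 4) and 123 ± 44.5 CPM in control muscle (n = 4), a log2FC of 1.68 (standard error 0.41, adjusted p = 0.0784, higher in 4 of 4 rabbits). ADIPOQ became called without the repair library of rabbit 68 (log2FC 1.42 to 1.85, adjusted p 0.0325 to 0.259 over the 8 libraries left out in turn) and with edgeR, DESeq2, the rabbit as a fixed block, sample quality weights, the rabbit correlation or the rabbit correlation together with the filter at 5 libraries. COL1A1 had a log2FC of 2.10 (standard error 0.91, adjusted p = 0.260, higher in 4 of 4 rabbits), TIMP3 a log2FC of 0.55 (standard error 0.29, adjusted p = 0.346, higher in 4 of 4 rabbits) and PDGFRA a log2FC of 0.96 (standard error 0.65, adjusted p = 0.475, higher in 3 of 4 rabbits), with n = 4 rabbits each. With sample quality weights 6 of the 10 were DE at this time point.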

In fact, at 4 weeks post-repair there were only significant DE genes in the anti-myogenic and adipogenic programs (Figure 5C). 

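ADIPOQ, COL1A1 and PDGFRA had a log2FC of 0.69 (standard error 0.47, adjusted p = 0.9994, higher in 3 of 3 rabbits), a log2FC of 1.32 (standard error 1.19, adjusted p = 0.9994, higher in 3 of 3 rabbits) and a log2FC of 0.28 (standard error 0.59, adjusted p = 0.9994, higher in 2 of 3 rabbits) at 8 weeks (n = 3 repair and 4 control libraries). The 10 named genes were all higher, with a median log2FC of 0.57, and none was called in any setting tried.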

There were no significant DE genes at 8 weeks post-repair and the corresponding magnitude of expression is also much lower compared to all other time points (Figure 5D).

**FIGURE 5:**
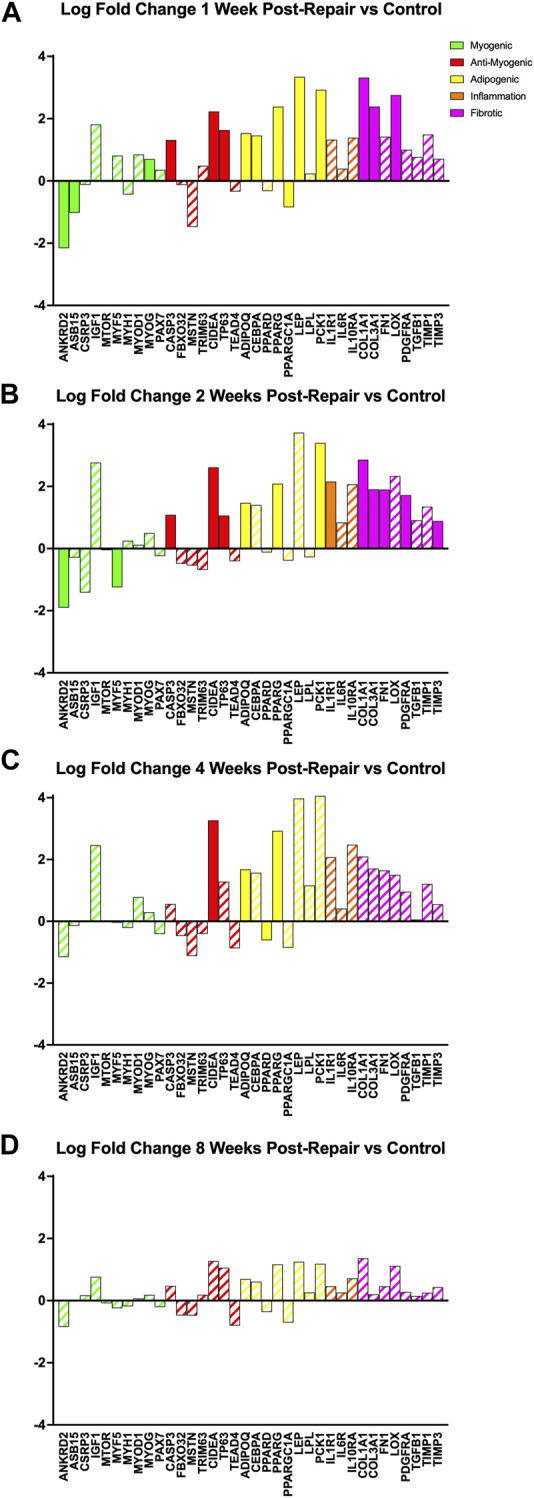
Changes in transcriptome of genetic programs of interest at **(A)** 1 week post-repair, **(B)** 2 weeks post-repair, **(C)** 4 weeks post-repair, and **(D)** 8 weeks post-repair. Log fold change (logFC) is the difference of repair and control (Supplementary Data S5). Solid bars represent a significant adjusted *p*-value (*p* < 0.05) and partially filled (hatched) in bars are not significant. Green bars represent myogenic related genes, red represents anti-myogenic, yellow represents adiopogenic, orange represents inflammation and pink represents fibrotic genes. Data are presented as average logFC.

### 3.4 Transcriptional data correlations with phenotypic traits

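Gene modules were not rebuilt here; instead each of 12937 genes was correlated with each of the 7 histological traits over the 16 repair libraries, and genes with an absolute Pearson r of at least 0.6 were counted against 100 permutations of the trait. Genes are not independent replicates, so the permuted count is the measure of chance. Some trait values repeat in the table: the left and right shoulders of rabbit 64 share fiber area 2021.79 and centralized nuclei 2.26112, and the left shoulders of rabbits 60 and 61 share 1853.89 and 0.0938967.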

WGCNA revealed gene modules significantly related to phenotype characteristics quantified by histology (Figure 6). 

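Fibrosis, degeneration and fat had 2804, 1882 and 2391 such genes, above the highest permuted count of 1565, 1365 and 1192 (permutation p = 0.0099, the smallest 100 permutations can give, 0.0231 after adjustment over the 7 traits). Centralized nuclei had 733 (permutation p = 0.0693, adjusted 0.121), oil red-O 149 (permutation p = 0.337), fiber area 100 (permutation p = 0.505) and collagen 48 (permutation p = 0.772), n = 16 libraries each. By Spearman's rho fibrosis had 383 genes (permutation p = 0.158), while degeneration had 2093 and fat 1374 (permutation p = 0.0099 each, adjusted 0.0347). With time point means removed centralized nuclei had 2246 (permutation p = 0.0198, adjusted 0.0347). With the repair library of rabbit 3 added the counts were 1322, 673 and 952 for fibrosis, degeneration and fat (permutation p = 0.109, 0.0198 and 0.0297, adjusted 0.254, 0.104 and 0.104, n = 17). In the 9 repair libraries of 2 and 4 weeks alone they were 6978, 6299 and 6492 (permutation p = 0.0099 each, adjusted 0.0231), and in the 7 of 1 and 8 weeks 1252, 1752 and 3037 (permutation p = 0.822, 0.564 and 0.119).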

Transcriptional activity correlated significantly with histological traits such as fat, degeneration, fibrosis, and centralized nuclei (CN), oil red-O (ORO) and collagen (Figure 6). 

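TGFB1 was correlated with degeneration over the 16 repair libraries at r = 0.638 (permutation p = 0.00619, 0.0201 adjusted over 5 relations) and rho = 0.659 (permutation p = 0.00670), and at r = 0.676 without the 2 libraries farthest from the median (permutation p = 0.00754, n = 14). Within the 9 libraries of 2 and 4 weeks r was 0.957 (exact permutation p = 2.32e-04; rho = 0.750, exact permutation p = 0.0255) and within the 7 of 1 and 8 weeks -0.334 (exact permutation p = 0.478; rho = 0.0714, exact permutation p = 0.906). ADIPOQ was correlated with fat at r = 0.571 (permutation p = 0.0206, adjusted 0.0344) and rho = 0.729 (permutation p = 0.00192). Without the 2 farthest libraries r was 0.555 (permutation p = 0.0387, adjusted 0.0968). Within 1 and 8 weeks r was 0.787 (exact permutation p = 0.0339, adjusted 0.102) and rho 0.714 (exact permutation p = 0.0881). Within 2 and 4 weeks r was 0.462 (exact permutation p = 0.214) and rho 0.717 (exact permutation p = 0.0369). ADIPOQ and oil red-O were not related (r = -0.172, permutation p = 0.524; rho = -0.04, permutation p = 0.890; n = 16).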

The most positively correlated module gene set for degeneration (module 7 corr 0.731864336; *p*-value 0.000770984) was enriched for TGF-B related pathways, and for fat (module 50 corr 0.722057657; *p*-value 0.001008972) was enriched for fatty acid metabolism, predominately catabolism (Figure 6). Module 29 was positively correlated for CN (corr 0.562698044; *p*-value 0.021680671), fibrosis (corr 0.781338353; *p*-value 0.000155891), degeneration (corr 0.673602659; *p*-value 0.003210287), and fat (corr 0.658490829; *p*-value 0.004386982), and was enriched for vesicular transport and phosphatase binding (Figure 6, Supplementary Data S7).

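COL1A1, taken as the fibrotic gene, was correlated with fibrosis over the 16 repair libraries at r = 0.633 (permutation p = 0.00805, adjusted 0.0201), less by rank (rho = 0.424, permutation p = 0.104) and without the 2 libraries farthest from the median (r = 0.491, permutation p = 0.0769, n = 14). Within the libraries of 2 and 4 weeks r was 0.852 (exact permutation p = 0.00495, n = 9) but rho 0.633 (exact permutation p = 0.0760), and within those of 1 and 8 weeks r was 0.101 (exact permutation p = 0.819, n = 7) and rho 0.0714 (exact permutation p = 0.906). With the collagen trait it gave r = 0.227 (permutation p = 0.398) and rho = 0.297 (permutation p = 0.265), n = 16. For the collagen trait r was 0.795 within the libraries of 1 and 8 weeks (exact permutation p = 0.0407, 0.102 adjusted over 5 relations, n = 7; rho = 0.643, exact permutation p = 0.139) and 0.0419 within those of 2 and 4 weeks (exact permutation p = 0.911, n = 9; rho = 0.183, exact permutation p = 0.644). The repair muscle of rabbit 59 has the highest fibrosis (49.863), degeneration (20.33) and fat (76.42) of the 5 at 2 weeks.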

**FIGURE 6:**
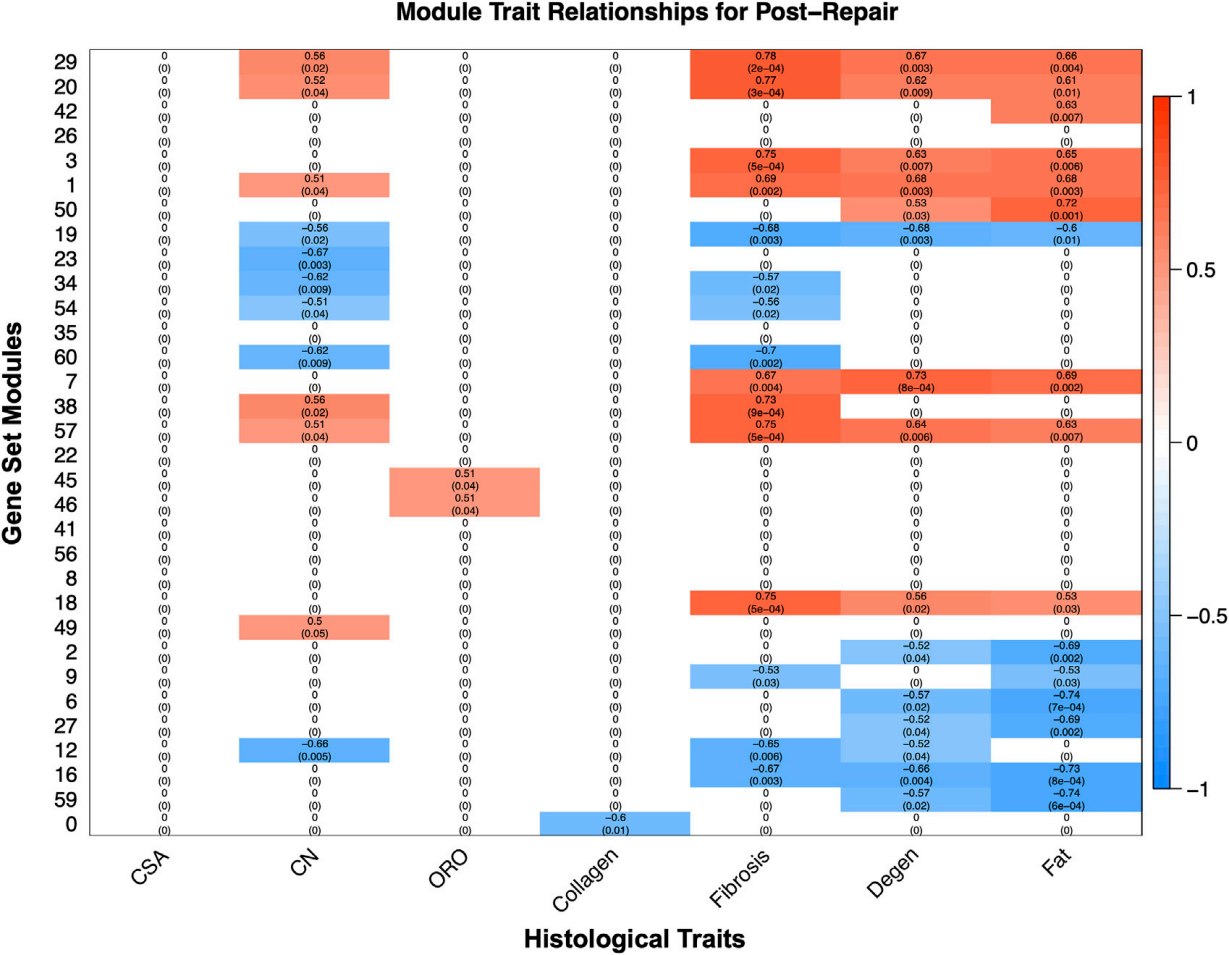
The modules, unbiased clustering of genes (described in Supplementary Data S8), on the left and the phenotypic traits are on the bottom. The scale bar represents the correlation coefficient and is the first number listed in each cell, and the number in parentheses is the *p*-value. Only cells with a *p*-value equal or less than 0.1 were selected to be displayed and the white cells with zeros represent cells with a *p*-value >0.1 for clarity of which modules correlate with which phenotypic traits (Supplementary Data S6).

## 4 Discussion

The purpose of this study was to establish transcriptional changes as a function of time in a pre-clinical RC surgical repair model. We hypothesized, based on the typical behavior of reloading muscle, we would observe a hypertrophy growth and regenerative muscle response after surgical repair. However, the lack of a transcriptional regenerative/growth response, at any time point, and the lack of positive morphological changes measured in this model (Wu et al., 2022), suggest that surgical repair of the tendon after a chronic tear does not induce the expected anabolic responses in the muscle. Transcriptionally, it appears that, due to the previous tear injury, there is a reduced initial wound healing response and a quicker transition towards inflammation, fatty infiltration, apoptosis, and fibrosis compared to the tear alone model (Vasquez-Bolanos et al., 2021). Likewise, phenotypic traits correlated significantly with gene groupings in unbiasedly defined modules which were enriched for biological relevant pathways such as fatty acid metabolism and in particular catabolism.

After surgical repair there was a strong initial response of over 1,000 differentially expressed (DE) genes which decreased to zero by 8 weeks post-repair where across each time point the majority of DE genes were upregulated (Figures 1A–D; Figure 3B). Of the time points with DE genes, there were more unique genes than genes shared between time points (Figure 2A), highlighting that there were shifts in biological programs of the DE genes in the muscle at each time point. 

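That a gene is DE at 1 time point only does not by itself show that its change differs between time points, so the difference of the repair effect between time points was tested directly. Among 12937 genes none differed between 1 and 2 weeks, 2 and 4 weeks or 1 and 8 weeks in limma-voom (694, 359 and 683 genes at an unadjusted p under 0.05); edgeR also gave 0 for each and DESeq2 11, 1 and 3. Without a count filter 1, 0 and 2 genes differed and with sample quality weights 0, 0 and 5. Without the repair library of rabbit 6, 2 genes differed between 1 and 2 weeks and 1 between 1 and 8 weeks, and leaving out any other of the 33 libraries gave none. Of the 530 genes DE at 1 week only 505 (95.3 percent) changed in the same direction at 2 weeks and 67 were also called there, with a median absolute log2FC of 1.58 at 1 week and 0.88 in that direction at 2 weeks. Of the 479 genes DE at 2 weeks only 462 (96.5 percent) had the same direction at 1 week. Of all 12937 genes 79.8 percent had the same direction at both times, so much of these shares is common to most genes. Across all 12937 genes, which are not independent replicates, log2FC at 1 and 2 weeks correlated at r = 0.744 (rho = 0.755), at 2 and 4 weeks at 0.724 and at 1 and 8 weeks at 0.589.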

Broadly, functional enrichment determines that 1-week post-repair was primarily related to metabolism and energetic activity, cofactor/hormone binding, and mitochondrial translation (Figures 3, 5). Meanwhile, for muscle specific genes there are various significant DE genes in each category except inflammation (Figure 5). This differs from the 1 week post-tenotomy transcriptional response in a rabbit model, mouse model (1 week) and a rat tenotomy and denervation (10 days), where inflammatory genes were overexpressed and there was far less significant adipogenic genes (Vasquez-Bolanos et al., 2021; Lee et al., 2018; Gumucio et al., 2019). Similar enriched pathways to 1 week post-repair were present at 2 weeks post-repair, along with NIF/NF-kappaB signaling, transcription in response to hypoxia, and mRNA stability, making this time point the most transcriptionally diverse (Figures 3–5). Histologically, the most muscle atrophy was observed at this time point (Wu et al., 2022), although transcriptionally it is not obvious as to why that may be. Many KEGG terms are enriched across the board including cell processes such as mitophagy, and signal transduction such as JAK-STAT, phospholipase D, Ras, and TGF-B signaling pathways (Figure 4). In particular, the immune system response is most pronounced at 2 weeks post-repair time point (Figure 4) and unlike the response observed in previously mentioned rabbit (1, 2, 4, 8, and 16 weeks) mouse (1 and 4 weeks) and rat (10, 30, 60 days) RC tear models investigating time-dependent transcriptional response, where the strongest immune system was at the first recorded time point, and decreased from there (Lee et al., 2018; Gumucio et al., 2019; Vasquez-Bolanos et al., 2021). This increase in inflammation related transcription may indicate the chronic inflammatory state in which repair is performed and the possibility of further activating the immune system processes which continues to dysregulate the cellular environment. Additionally, there are enriched programs involved in mitochondrial energetics and the ECM, particularly related to collagen, where extracellular space and calcium binding was also enriched in a sheep RC tear model (Flück et al., 2017; Flück et al., 2020). Overall, 2 weeks post-repair was active for inflammation, cellular environment, and cellular homeostasis (likely apoptosis) programs with the beginning signs of fatty acid activity. This highlights the difference between RC tear transcriptional data across a range of animal models, adipogenic program terms are enriched as early as 1 week post-repair in comparison to about a month post-tear in other studies (Lee et al., 2018; Gumucio et al., 2019; Hu et al., 2019; Vasquez-Bolanos et al., 2021). This is unsurprising when comparing to torn human RC muscle, because of the characterization for high-fat (∼40%) muscle (Gibbons et al., 2018), and animal models struggling to recapitulate a representative percentage of fat (i.e., Rabbit ∼10–15% fat), so seeing the transcriptional presence of adipogenesis supports the rabbit chronic tear and repair model’s similarity to human.

The strongest shift towards lipids, fibrosis, hormones, apoptosis, and cytokine activity occurred at 4 weeks post-repair even with an overall decrease in the number of differentially expressed genes (Figures 3, 5). At 8 weeks post-repair, there were no DE genes (Figures 1, 3), possibly representing a steady state of gene expression. This decrease of expression and DE genes was also observed in a post-tenotomy model possibly representing a steady state reached after an invasive event such as tenotomy or repair (Vasquez-Bolanos et al., 2021). However, when considering significant genes that did not meet the log fold change minimum, KEGG enrichment could be assessed and terms related to fibrosis, energetics, cell fate, inflammation, highlighting general dysregulation with stress response (Figure 4).

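At 8 weeks limma-voom called 1 gene without the fold minimum, edgeR 1, DESeq2 5 and sample quality weights 84 (52 of them DE), and the lowest adjusted p with the 5-library filter was 0.116, or 0.0613 with the rabbit as a random effect beside it, where 0 genes were called (523 at an unadjusted p under 0.05). In that fit the pathway test ranks genes none of which is called. The 5 collagens had log2FC of 0.19 to 3.30 (median 0.36), none of them called in limma-voom, and the 3 complex I subunit genes a median of 0.03.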

After describing the transcriptional profile at each time point post-repair, the key finding is that there is no growth/regenerative signal as one would expect from muscle (re)loading. Instead, there are energetic changes, inflammation, lipid metabolism, phagocytosis, and apoptosis, accentuating the reality that tendon repair does not induce the desired fundamental biological result. In addition, histological changes correlated with transcriptional results, although these changes were more general in observation, the transcriptional data provides the opportunity to sparse apart which programs may be active and when. However, the possibility of whether this state is permanent or reversible becomes an increasingly interesting future direction. 

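The paper reads the DE genes and pathways at each time point, together with muscle morphology, as lacking a growth or regenerative signal. IGF1, DES, MEGF10 and MYH8 are the named genes looked at here for such a signal. FGF6, given above as lower at 1 week, was not taken with them. MYH8, a neonatal myosin, was chosen in advance, and MYH3 has no symbol here. MYH8 (ENSOCUG00000010229) lay at 446 ± 429 CPM in repair (n = 4) and 38.1 ± 27.8 CPM in control muscle (n = 4) at 1 week, a log2FC of 2.97 (standard error 0.80, adjusted p = 0.0190, higher in 4 of 4 rabbits). MYH8 was no longer called without the repair libraries of rabbits 5 or 7 or the control library of rabbit 7 (log2FC 2.40 to 3.59, adjusted p 0.0150 to 0.0767 over the 8 libraries left out in turn), and every other setting called it. At 2, 4 and 8 weeks MYH8 had a log2FC of -0.12 (standard error 0.63, adjusted p = 0.907, lower in 3 of 5 rabbits), a log2FC of 3.01 (standard error 0.76, adjusted p = 0.0805, higher in 4 of 4 rabbits) and a log2FC of 1.58 (standard error 0.79, adjusted p = 0.9994, higher in 3 of 3 rabbits). At 4 weeks MYH8 became called without the repair library of rabbit 68 (log2FC 2.45 to 3.32, adjusted p 0.0451 to 0.216 over the 8 libraries left out in turn) and with edgeR, DESeq2, the rabbit as a fixed block, sample quality weights, the rabbit correlation or the rabbit correlation together with the filter at 5 libraries. One gene cannot carry a regenerative program by itself.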

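IGF1, the myogenic gene of Figure 5 with a symbol, was higher at every time point and in limma-voom called at none. IGF1 (ENSOCUG00000014689) averaged 11.5 ± 4.26 CPM in repair (n = 4) and 3.21 ± 0.499 CPM in control muscle (n = 4) at 1 week, a log2FC of 1.78 (standard error 0.76, adjusted p = 0.103, higher in 4 of 4 rabbits). For IGF1 at 2 weeks the means were 24.3 ± 39.8 CPM in repair (n = 5) and 1.53 ± 0.939 CPM in control muscle (n = 5), a log2FC of 2.81 (standard error 1.14, adjusted p = 0.0823, higher in 5 of 5 rabbits). At 1 week IGF1 became called with the rabbit as a fixed block, sample quality weights or the time point's libraries alone, but not by leaving out a single library of its time point (log2FC 1.55 to 1.94, adjusted p 0.0887 to 0.221 over the 8 libraries left out in turn). IGF1 at 2 weeks became called without the repair library of rabbit 64 (log2FC 1.80 to 3.45, adjusted p 0.0216 to 0.171 over the 10 libraries left out in turn) and with edgeR, DESeq2 or the rabbit as a fixed block. At 4 and 8 weeks IGF1 had a log2FC of 2.49 (standard error 1.44, adjusted p = 0.391, higher in 4 of 4 rabbits) and a log2FC of 0.77 (standard error 0.88, adjusted p = 0.9994, higher in 3 of 3 rabbits). IGF1 at 4 weeks became called with sample quality weights, but not by leaving out a single library of its time point (log2FC 1.91 to 3.02, adjusted p 0.224 to 0.644 over the 8 libraries left out in turn).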

Further validating studies to investigate in the future include; measuring muscle cell signaling responses to reloading, identifying the cell types present and activated by repair using immunohistochemistry or immunofluorescence, and exploring how the immune system interacts with muscle in this state of dysfunction. Similarly, using proteomic approaches to further validate transcriptional data will be important.

Limitations of this study include; the inability to determine direct cause-effect relationships with gene sets of interest, the need to validate the observed transcriptional profile with proteomic data, and the lack of comparative literature quantifying transcriptional data post-repair. This limits the ability to make specific conclusions and compare to well defined baselines or expected changes to reloading after chronic injury. Another limitation is the sample size and power of this study. In order to achieve a power of >80% with this sequencing depth, one would need a sample size of 7. As such, false negative rates could be higher than desired. However, the genes of interest (growth and regeneration) are clearly not differentially regulated and do not demonstrate variance structures that indicate lack of power in our primary hypothesis. 

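DES and MEGF10, looked at here for regeneration, and the fast fibre genes ATP2A1 and TNNT3 showed no rise that was called. DES was abundant in unoperated control muscle (4938 CPM at 2 weeks), so its level cannot single out regeneration. MYH8, given above, was called higher at 1 week, and IGF1 was called higher in some settings only. DES (ENSOCUG00000000968) lay at 2932 ± 1145 CPM in repair (n = 5) and 4938 ± 612 CPM in control muscle (n = 5) at 2 weeks, a log2FC of -0.84 (standard error 0.23, adjusted p = 0.0219, lower in 5 of 5 rabbits). DES was no longer called without the repair library of rabbit 59 (log2FC -0.98 to -0.55, adjusted p 0.00814 to 0.0672 over the 10 libraries left out in turn), nor with all 34 libraries, sample quality weights or the time point's libraries alone. MEGF10 had a log2FC of 0.78 (standard error 0.42, adjusted p = 0.188, higher in 3 of 4 rabbits) at 1 week and a log2FC of 0.73 (standard error 0.42, adjusted p = 0.203, higher in 4 of 5 rabbits) at 2 weeks. ATP2A1 had a log2FC of -1.19 (standard error 0.57, adjusted p = 0.146, lower in 4 of 4 rabbits) and TNNT3 a log2FC of -1.57 (standard error 0.66, adjusted p = 0.0993, lower in 4 of 4 rabbits) at 1 week. For a 2-fold change the yield after correction was low in simulated counts (6 to 12 of 100 genes), whose dispersion lay above that of the fit. A rise of that size in a growth gene may therefore stay uncalled.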

Using only female rabbits is also a potential limitation as it relates to extrapolating to males. This could not be avoided because we use animals that have reached skeletal maturity and sourcing is only available in females of this age. Likewise, the age of this rabbit model (∼10 months at the end of the experiment) is not a direct analog to aging-related muscle changes that would be expected with the older human population experiencing a rotator cuff tear and delayed repair. Lastly, the amount of time that is allowed to pass between tenotomy and surgical repair could influence the findings (Uhthoff et al., 2014), this study aimed to use a duration (8 weeks) where characteristic pathophysiology is present and additional changes to the muscle are minimal.

## 5 Conclusion

Defining transcriptional changes in a preclinical RC surgical repair model such as rabbit allows for the possibility of further mechanistic studies to understand the role surgical repair plays on the muscle dysfunction leading to continued muscle atrophy and fatty infiltration observed. These data will also provide a scientific premise for future investigations aimed at understanding the effect of repair plus adjuvant therapeutics, and help tease apart the potential impact of adjuvant therapies versus surgical repair techniques. This study identifies the timeline of transcriptional changes in muscle after RC repair, which by itself, does not induce a growth or regenerative response as desired and instead is predominately related to metabolism/energetics changes at 1 week post-repair, unclear or asynchronous transcriptional diversity at 2 weeks post-repair, increased adipogenesis at 4 weeks post-repair, and a low transcriptional steady state or a dysregulated stress response at 8 weeks post-repair. Given the lack of a positive regenerative/growth response in the presence of mechanical reloading, future experiments are being directed at mechanical connectivity within the muscle, mechanical signaling processes, and epigenetic changes in myocytes that may individually (or collectively) preclude a positive muscle response to reloading.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE186320.

# Supplementary material for: Transcriptional time course after rotator cuff repair in 6 month old female rabbits
**Source:** Front Physiol. 2023 May 9;14:1164055. doi: 10.3389/fphys.2023.1164055
**Supplement:** Supplementary file 2

Supplementary Material

# Supplementary Data

Data 1. DE matrix where a 1 represents an up-regulated differentially expressed gene and a -1 represents a down-regulated differentially expressed gene. The DE genes for each time point are included.

Data 2. Toptable includes the mapping from rabbit Ensembl to human Ensembl “GENEID”, ENTREZID, and SYMBOL for all genes recorded. 

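The log2FC and adjusted p of Supplementary Data 2 are met by limma-voom with the 5-library filter and the correlation of a rabbit's shoulders estimated at 0.186 over the 33 libraries: log2FC differs by at most 4.98e-06 over 1999 genes at 1 week and 4.99e-06 over 1955 at 2 weeks, and adjusted p by at most 5.00e-07. These genes are the part of the table that could be read, and the rest was not compared. In that fit 520 of the genes listed for 1 week are called, the same 520 as in the table, and 307 of them are called when the shoulders are taken as independent with the 1-library filter; at 2 weeks the numbers are 509 and 352.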

As well as, for each time point and each gene, it includes the logFC (log_2_ fold change), AveExpr (average expression across all samples, in log2 CPM), t (logFC divided by its standard error), p-value (raw p-value based on t, from test that log FC differs from 0), adjusted p-value (Benjamini-Hochberg false discovery rate adjusted p-value), and B (log-odds that gene is DE) .

Data 3. GO terms for biological process (BP), molecular function (MF) and cellular component (CC) for each time point includes GO ID, name of term, number of genes in term, number significant, number of genes expected, and p-value. Yellow highlight represents the terms included in Figure 3.

Data 4. All KEGG results includes the pathway code, name, p-value, number of genes annotated in pathway, and total genes related to pathway. Then all significant pathways (p<0.05) for at least one time point were separated and then filtered to remove disease and less relevant terms. The last two sheets include the final list and grouping used to create heatmap, and at what time points it was significant in Figure 4.

Data 5. 

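The traits were joined to the libraries by rabbit and shoulder for 7 traits; the fit leaves 16 of the 17 repair libraries, 7 of 1 and 8 weeks and 9 of 2 and 4 weeks.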

Metadata of tenotomy samples and phenotypic characteristics collected used for WGCNA.

Data 6. Full correlation matrix of module number by phenotypic trait, including correlation values (in the first 8 columns) and p-values (in the following 8 columns). Partially displayed in Figure 6.

Data 7. GO enrichment analysis of genes assigned to each module with module size, number of genes found in GO terms as background, the rank of the enrichment (top 10), p-values both adjusted and unadjusted, number of module genes and background, GO term ID, ontology, name and definition.

Data 8. Modules from the repair WGCNA and the corresponding genes and their labels: “GENEID”, ENTREZID, and SYMBOL.

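In the rows read, the SYMBOL columns of the module and DE tables carry the same symbol for 347 of 347 shared genes. The ENTREZID columns hold the same number for 3 of 339, so symbols and not Entrez numbers were used to name genes.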

How the deposited data were processed for this re-analysis (not part of the article)

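Supraspinatus muscle from both shoulders of 17 rabbits was sequenced as RNA, 34 libraries in all: the repaired left and the unoperated right shoulder of 4 rabbits at 1 week, 5 at 2 weeks, 4 at 4 weeks and 4 at 8 weeks after repair, each repair following 8 weeks of tenotomy. The deposited values are RSEM expected counts per gene, which the authors made by aligning the reads with STAR to the rabbit genome and counting them with RSEM; they are not whole numbers and were not scaled before deposit. The authors also give tables of DE genes, pathways, traits and modules as supplementary data, which were used for gene symbols, for the traits and for comparison. Every library and 0 unused columns of the count table were read; the reference files at hand belong to another assembly without the identifiers of the count table and were not used. The labels give a treatment and a time code, read as weeks of tenotomy and weeks after repair, and sample titles of 2 series, 1 for the libraries of 1 and 8 weeks (n = 16) and 1 for those of 2 and 4 weeks (n = 18).

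The 33 libraries left after the repair library of rabbit 3 was removed were filtered at CPM over 1 in at least 1 library, scaled by TMM and fitted with limma-voom (limma 3.58.1, edgeR 4.0.16, R 4.3.3) with 1 coefficient for each of the 8 groups of treatment and time. Contrasts were repair against control at each time point, the difference of that effect between 1 and 8, 2 and 4, and 1 and 2 weeks, and the controls of 1 and 8 weeks against those of 2 and 4 weeks. p-values come from moderated statistics with Benjamini-Hochberg adjustment over all genes tested; a gene was called at an adjusted p of 0.05 and DE when its absolute log2FC was also above 1, as the paper defines it. Counts were rounded to whole numbers for edgeR quasi-likelihood and for DESeq2 1.42.0. The 9 alternatives to this fit were set before the data were examined: all 34 libraries, median-ratio size factors, no filter, filterByExpr, edgeR, DESeq2, the rabbit as a fixed block, sample quality weights and the libraries of 1 time point alone; each library was also left out in turn. Another 3 were added after the values were seen: the minimum in at least 5 libraries, the correlation between the shoulders of a rabbit estimated by duplicateCorrelation, and both. In words used in the text, "the filter at 5 libraries" is the first of these and "the rabbit correlation" the next.

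Totals on genes lay between 9220035 and 28395188 over the 33 libraries (median 12127768), with a median of 19343431 in the 15 of the series of 1 and 8 weeks and 10625163 in that of 2 and 4 weeks. Between 2 replicates of a group in the fit, the squared difference of a gene averaged 25.1 to 545 times its counting variance. On simulated counts with 200 changed genes, limma-voom recovered 10, 12, 6 and 12 of 100 genes changed 2-fold and 78, 92, 69 and 62 of 100 changed 4-fold at 1, 2, 4 and 8 weeks, and called 6, 5, 5 and 1 unchanged genes. Every gene was given the same dispersion there, near that of all 34 libraries and above that of the 33. Across 16 rabbits with both shoulders in the fit, the residual of the repair library correlated with that of the control library of the same rabbit at 0.0351 to 0.371 (median 0.215), and the own control was the closest for 15 of 16; the correlation estimated by duplicateCorrelation was 0.174, or 0.186 with the filter at 5 libraries. No library duplicates another (highest r between 2 libraries 0.994).

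Genes were named for their change when they were among the 3 largest rises or falls of a time point with DE genes, had an average log2 CPM of at least 1, a symbol, and no overlap between repair and control libraries; genes of Figure 5 and MYH8 were named in advance. Symbols, which are those of human orthologs, could be had for 3310 of 12937 genes, because the supplementary tables could be read only in part. Gene-list tests and list scores set in advance were therefore not run, since lists kept 1 to 15 members; named members are given singly, and those with the smallest adjusted p were picked after their values were seen. Clustering used Pearson distance and, beside it, Euclidean distance of z-scores on the DE genes, or the 1000 genes of largest variance. Each of 7 traits was correlated with all genes over 16 repair libraries, with 100 permutations of the trait, an absolute r of at least 0.6, and 0.7 as an alternative; 5 relations between a gene and a trait used 100000 resamples, or all permutations within a series, in Python 3.11.15 with NumPy 2.4.6 and SciPy 1.17.1. Groups of libraries were split in every other way, or in 100 ways drawn at random, to count how often a result as large arises. A library was set against the others of its group by the ratio of its gap to the range of the group, tested on 199 groups of values. Figures were drawn with matplotlib 3.10.9.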

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

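All values in this part come from tests fixed before their result was seen. Among 199 groups of library measures and gene values, 14 hold 1 library far from the others of its group by the ratio of gap to range, where chance alone would give about 5 percent of groups (9.95). They change no library's place in the fit.

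The 10 most abundant genes make up 27.9 percent of counts in the control library of rabbit 4 at 8 weeks, against 30.4 to 30.9 percent in the other 3. Among repair libraries of 4 weeks that of rabbit 68 is lowest in IGF1 (log2 CPM 0.69, others 2.84 to 3.13), PCK2 (2.36, others 5.35 to 5.58), SMOC1 (-0.27, others 3.02 to 3.26) and TIMP3 (6.60, others 7.57 to 7.75), and that of rabbit 63 is highest in FGF6 (2.57, others 1.52 to 1.63). Without the repair library of rabbit 68 the DE genes at 4 weeks number 210 against 8. Among controls of 4 weeks rabbit 66 is lowest in ANGPT1 (2.88, others 3.59 to 3.67) and CD36 (6.19, others 7.09 to 7.18), and without it 4 genes are DE; rabbit 67 is highest in IL10RA (-0.57, others -4.26 to -4.16), and without it 5 are.

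At 2 weeks the repair library of rabbit 59 is lowest in KCNIP1 (0.38, others 1.47 to 1.76) and UCHL1 (2.44, others 4.23 to 4.70), 2 of the 14, and leaving it out takes the DE genes from 747 to 96 at 2 weeks, from 797 to 1349 at 1 week and from 8 to 135 at 4 weeks. At 1 week the repair library of rabbit 6 is highest in CD36 (8.33, others 7.34 to 7.50) and the control library of rabbit 5 highest in MYOM2 (11.96, others 11.57 to 11.60); without the former 480 and without the latter 337 genes are DE, against 797. At 8 weeks the control library of rabbit 2 is lowest in PDGFRA (4.86, others 5.06 to 5.08); without it no gene is DE in limma-voom, where 1 is with it.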

How the results depend on the processing

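The filter at 5 libraries, the rabbit correlation and both together were tested only after the values had been seen; the other settings were fixed beforehand. Of the results below, median-ratio size factors and filterByExpr moved none by more than 1.5 times; for the other settings the cause was not tested except where stated.

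With all 34 libraries, DE genes fell to 251 at 1 week, 304 at 2 weeks and 5 at 4 weeks, and genes called without the fold minimum to 294, 412 and 5. The parts of the overlap became 184 (1 week only), 237 (2 weeks only), 64 (1 and 2 weeks), 0 (2 and 4 weeks) and 3 (1, 2 and 4 weeks), the genes that differ between the 2 series of controls 136, and the biological coefficient of variation 0.420. The repair library of rabbit 3 is the only difference, so it is what moves them.

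Without a filter on low counts, 38 genes were DE at 4 weeks (50 called) and 3 at 8 weeks (3 called), the overlap held 10 (4 weeks only), 7 (1 and 4 weeks), 7 (2 and 4 weeks) and 14 (1, 2 and 4 weeks), 2 genes differed in the repair effect between 1 and 8 weeks and 1 between 1 and 2 weeks, and 1019 between the series of controls; the cause was not tested.

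edgeR gave 2000 DE genes at 2 weeks (3716 called) and 227 at 4 weeks (326 called), and an overlap of 302 (1 week only), 1528 (2 weeks only), 47 (4 weeks only), 22 (1 and 4 weeks), 43 (2 and 4 weeks) and 115 (1, 2 and 4 weeks); the cause was not tested. DESeq2 gave 2028 (4033 called), 391 (666 called) and, at 8 weeks, 5 (5 called), with 3, 1 and 11 genes that differ in the repair effect between 1 and 8, 2 and 4, and 1 and 2 weeks and 480 between the series of controls; the overlap was not computed with it and the cause was not tested.

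With the rabbit as a fixed block (replicate block), 1506 genes were DE at 1 week (3406 called), 1822 at 2 weeks (4088 called) and 236 at 4 weeks (364 called); the overlap held 909 (2 weeks only), 42 (4 weeks only), 746 (1 and 2 weeks), 27 (1 and 4 weeks), 13 (2 and 4 weeks) and 154 (1, 2 and 4 weeks), and the biological coefficient of variation was 0.251. The series of controls was not compared with it, since each rabbit lies in 1 series. The shoulders of a rabbit are correlated, so the block removes spread between rabbits; by how much this accounts for the rise was not tested.

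Sample quality weights gave 1552 DE genes at 1 week (4179 called), 245 at 2 weeks (816), 464 at 4 weeks (1032) and 52 at 8 weeks (84), an overlap of 1209, 71 and 146 (1, 2 and 4 weeks only), 46 (1 and 2 weeks), 190 (1 and 4 weeks), 21 (2 and 4 weeks) and 107 (1, 2 and 4 weeks), 5 genes that differ in the repair effect between 1 and 8 weeks and 607 between the series of controls; the cause was not tested. Fitted on the time point's libraries alone, 3018 genes were called at 1 week, 0 were DE and 0 called at 2 weeks (2742 at an unadjusted p under 0.05, limma-voom) and 0 were DE and 0 called at 4 weeks (2238), where edgeR and DESeq2 on all groups give the counts above; the cause was not tested.

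The filter at 5 libraries left 0 DE genes and 0 called genes at 8 weeks (376 at an unadjusted p under 0.05, limma-voom; edgeR gives 1 and DESeq2 5 without it), and an overlap of 1 (4 weeks only), 1 (1 and 4 weeks) and 3 (1, 2 and 4 weeks). The rabbit correlation (replicate block) called 2892 genes at 1 week and 3263 at 2 weeks and made 94 DE at 4 weeks (191 called), with an overlap of 25 (4 weeks only), 432 (1 and 2 weeks), 14 (1 and 4 weeks), 9 (2 and 4 weeks) and 46 (1, 2 and 4 weeks). Both together called 2921 at 1 week, made 90 DE at 4 weeks (219 called) and 0 DE at 8 weeks (0 called, 523 at an unadjusted p under 0.05), with 25, 18, 8 and 39 for 4 weeks only, 1 and 4 weeks, 2 and 4 weeks and all 3; the cause was not tested.

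The log2FC of 4 and 8 weeks correlate across genes at 0.638 instead of 0.516 for genes with an average log2 CPM of at least 1. The nearest library shared the series in 23 libraries instead of 29 with the mean of each series removed, which the removal itself explains, and the shoulder treatment in 23 instead of 29 on the 1000 genes of largest variance. Genes correlated with centralized nuclei rose from 733 to 2246 with time point means removed, and those with fibrosis fell from 2804 to 383 by Spearman's rho and to 1322 with all 17 repair libraries; the cause was not tested.

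Leaving out 1 library of the time point in turn gave 323 to 887 DE genes at 1 week (593 to 1763 called), 96 to 1609 at 2 weeks (328 to 3456), 2 to 210 at 4 weeks (2 to 281) and 0 to 4 at 8 weeks (0 to 4). Libraries of other time points widen this: without the 2-week repair library of rabbit 59 the counts were 1349 at 1 week (3596 called) and 135 at 4 weeks (345 called), and at 4 weeks they were 24 (42 called), 24 (38 called) and 18 (34 called) without the repair library of rabbit 6, 64 and 1; no other moved a count of DE genes by more than 1.5 times. For the overlap, with the libraries of 1, 2 and 4 weeks, it gave 217 to 1223 (1 week only), 30 to 1143 (2 weeks only), 0 to 53 (4 weeks only), 39 to 449 (1 and 2 weeks), 0 to 63 (1 and 4 weeks), 0 to 23 (2 and 4 weeks) and 1 to 101 (1, 2 and 4 weeks). Among the libraries of the time point the lowest came without the control library of rabbit 7 at 1 week (323), the repair library of rabbit 59 at 2 weeks (96), the repair library of rabbit 66 or 67 at 4 weeks (2) and any control library at 8 weeks (0; 1 gene with all of them), the highest without the repair library of rabbit 5 (887), 64 (1609), 68 (210) and 1 (4). More than 1.5 times from the full count were also those without the control library of rabbit 5 (337) and 8 (476) and the repair library of rabbit 6 (480) and 7 (394) at 1 week, of repair libraries 60 (1375), 61 (1170) and 62 (296) and controls 59 (479), 60 (324), 61 (410), 62 (372) and 64 (371) at 2 weeks, and of repair library 63 (3) and controls 66 (4) and 67 (5) at 4 weeks. The genes whose repair effect differs number 1 between 1 and 8 weeks and 2 between 1 and 2 weeks without the repair library of rabbit 6 and 0 without any other of the 33 (limma-voom; 683 and 694 at an unadjusted p under 0.05 with all, edgeR 0 and 0, DESeq2 3 and 11). Over 332 gene and time values of named genes, no setting reversed a called direction, and of 2739 fits without a library 2503 left the call as it was, 187 ended it and 49 made one.

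Of 23669 genes, 12937 had CPM over 1 in at least 1 library and could be tested. CPM is itself scaled by depth. The repair libraries of rabbits 1, 2 and 4 were each thinned to about the total of that of rabbit 3. Their genes with CPM over 1 went from 10468 to 10515, 10721 to 10702 and 11023 to 11065. In these libraries lower depth thus changed that number little, and the others were not thinned for this. How far depth limits the calls among the genes tested was not tested, since the libraries of the compared shoulders were not thinned together. Tests of gene lists and list scores against traits, with their own alternatives, were set in advance and not run, because symbols were at hand for 3310 of 12937 genes.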

Differences from the paper's values

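The filter at 5 libraries and the rabbit correlation were tested only after the values had been seen; the other settings named here were set before the data were examined. At 4 weeks the paper gives 90 DE genes, 63 higher and 27 lower, and 8, 8 and 0 were found here. None of the settings set before the data were examined comes within 1.5 times of the paper's 90 or 63; for the genes lower in repair edgeR (32) and the rabbit as a fixed block (36) do, and the other 7 do not. The rabbit correlation, chosen after seeing the values, gives 94, 72 and 22. In the part of the paper's table that could be read, it keeps 488 of 520 called genes for 1 week and 494 of 509 for 2 weeks. Together with the filter at 5 libraries, also chosen after seeing the values, it gives 90, 63 and 27 and drops 0 of those 520 and 509.

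At 8 weeks the paper gives 0 DE genes and 1 was found here in limma-voom (397 genes at an unadjusted p under 0.05; edgeR 1, DESeq2 5). Of the settings set before the data were examined none gives 0; the filter at 5 libraries, alone or with the rabbit correlation, gives 0 and was chosen after seeing the values, and drops 0 of the paper's own DE genes of 8 weeks, which number 0.

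For the genes DE at 4 weeks only the paper gives 25 and 2 were found here, at 1 and 4 weeks only 18 against 0, at 2 and 4 weeks only 8 against 1, and at 1, 2 and 4 weeks 39 against 5. Of the settings set before the data were examined, edgeR (22) and the rabbit as a fixed block (27) come within 1.5 times of the 18, no filter (7) does for the 8, and none does for the 25 or the 39; DESeq2 and the libraries of 1 time point alone were not run for these. The rabbit correlation, chosen after seeing the values, gives 25, 14, 9 and 46 in that order. With the filter at 5 libraries, also chosen after seeing the values, it gives 25, 18, 8 and 39. These equal the paper's counts, while the comparison gene by gene covers only the genes that could be read for 1 and 2 weeks.

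The paper's own statements and the values here part in rankings of repair groups and for some traits. For centralized nuclei, oil red-O and collagen the paper reports correlations. Gene counts here did not pass 0.05 (permutation p = 0.0693, 0.337 and 0.772), but modules were not rebuilt. Centralized nuclei passed with time point means removed (permutation p = 0.0198). The paper groups 2 and 4 weeks closely. On the genes DE here they lie nearest (0.0274) after 4 and 8 weeks (0.0266). On the 1000 genes of largest variance they are nearest of all (0.105). The paper places the repair groups of 1 and 8 weeks together; on the genes DE here their means lie farthest apart of the 6 pairs of repair groups (distance 0.0471), and on the 1000 genes of largest variance they are second nearest (0.116). The paper reports DE genes of the adipogenic program at 4 weeks and does not name them in its text. Of the 8 such genes in its figure only ADIPOQ has a symbol here, so the others cannot be compared. ADIPOQ had a log2FC of 1.68 and an adjusted p of 0.0784 in limma-voom, higher in 4 of 4 rabbits. Over single libraries left out the adjusted p ran from 0.0325 (without the repair library of rabbit 68) to 0.259. ADIPOQ is DE with edgeR, DESeq2, the rabbit as a fixed block and sample quality weights. It is also DE with the rabbit correlation, alone or with the filter at 5 libraries, both chosen after seeing the values.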

Other observations

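The tests of depth and of degeneration for the repair library of rabbit 59, of a change shared between time points and of the library behind the coefficient of variation were chosen only after the result was seen.

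Whether other groupings of the same libraries give as many DE genes was counted first. At 1 week 1 of 35 splits, the real one, gave 797 (highest other 5), and at 4 weeks 1 of 35 gave 8 (highest other 7). At 2 weeks 1 of the 100 splits run, of 126 possible, gave 747 (highest other 329). So chance can be excluded for these counts over the splits that were run. Only 7 other splits at 1, 4 and 8 weeks and 9 of those drawn at 2 weeks part the shoulders of as many rabbits as the real one. They gave 0 each and are too few for a share under 0.05 among splits that keep the pairs. Other splits at 2 weeks gave 329, 185, 174, 29 and 20, parting 3, 3, 1, 3 and 3 of 5 rabbits. How many repair libraries these kept together was not recorded, so a remaining effect of treatment cannot be told apart from another structure. At 4 weeks the count rests on few libraries: it is 3, 2 and 2 without the repair library of rabbit 63, 66 and 67, 4 and 5 without the control library of rabbit 66 and 67, and 210 without the repair library of rabbit 68, and of other time points 135, 24, 24 and 18 without the repair library of rabbit 59, 6, 64 and 1. The splits were not rerun with a library left out, so these counts cannot be set against the 7 of the highest other split. At 8 weeks 2 of 35 splits, the real one among them, gave 1 gene or more (highest other 2, in a split that parts 0 rabbits), so chance cannot be excluded. For the difference of the repair effect between 1 and 8 weeks 35 of 35 splits, between 2 and 4 weeks 100 of 100 and between 1 and 2 weeks 100 of 100 gave as many as the real 0 (highest other 1, 1 and 0), which every split must reach, so these splits do not bear on chance; limma-voom, 683, 359 and 694 genes at an unadjusted p under 0.05, edgeR 0 for each, DESeq2 3, 1 and 11.

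The controls, which had no surgery, differ by 290 genes between the libraries of 1 and 8 weeks and those of 2 and 4 weeks. Of 100 splits only the real one gave as many (highest other 1), so chance can be excluded over the splits that were run. Depth argues against itself as the whole reason, since 250 genes differ with the deeper series thinned to the depth of the other, and a steady drift with time does too, since 0 genes differ between the controls of 1 and 8 weeks (limma-voom). A sequencing or library batch cannot be told apart from other differences between the rabbits of the series, because 0 time points have controls in both. Comparisons of 1 or 8 weeks with 2 or 4 weeks carry this, while repair against control lies within a series at every time point.

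The repair library of rabbit 3 lowers the counts at every other time point: 294 genes were called at 1 week with it and 1771 without it. Its total of 8756033 counts does not account for that, since thinning another repair library of 8 weeks to this total left at least 1766 called genes, and at least 10515 genes with CPM over 1, against 8701 in the library itself. What set it apart stays open; the paper kept samples by RNA integrity, and a fault in library preparation was not tested.

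The repair library of rabbit 59 has the lowest sample quality weight (0.0909; next 0.397) and carries the counts at 2 weeks, which fall from 747 to 96 DE genes without it, or from 896 to 225 with the rabbit correlation and the filter at 5 libraries. The other counts rise without it, from 797 to 1349 at 1 week and from 8 to 135 at 4 weeks, or from 1029 to 1353 and from 90 to 319 with the rabbit correlation and that filter. Low depth is argued against by its total of 10421971, within the range of its group, and a swap of left and right labels, by a small gap, by the right library, which correlates across genes with the mean of the other controls of 2 weeks at 0.971 and with that of the other repair libraries at 0.958 (the left library at 0.776 and 0.832). Stronger degeneration of that muscle may be the reason: of degeneration, fibrosis and fat, 3 of 3 are highest in it among the 5 repair muscles at 2 weeks. This is a hypothesis found and tested on the same data, and a technical fault of the library beyond depth stays untested.

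Most genes DE at 1 time point only may reflect a change shared between time points that passes the thresholds at 1 of them: 95.3 percent of the 530 genes DE at 1 week only have the same direction at 2 weeks, and no gene differed in the repair effect between 1 and 2 weeks (limma-voom, 694 at an unadjusted p under 0.05; edgeR 0, DESeq2 11; 2 without the repair library of rabbit 6, and 1 without a filter on low counts). Of all 12937 genes 79.8 percent share their direction at 1 and 2 weeks, which lessens what the 95.3 percent shows. A p that misses the threshold does not show that effects are equal, so shifts between time points in single genes stay open.

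For the excess of DE genes that are higher after repair, a shift of all genes left by the normalization cannot be told apart, since the scaling itself centres the change of all genes (median log2FC at 1 week 0.0496, or 0.0413 with median-ratio size factors). For a pathway with 1 annotated gene, the paper's p of 8.2e-15 at 8 weeks may come from tied adjusted p values in the normal approximation of the rank-sum test. With the rabbit correlation and the filter at 5 libraries that approximation gives 1.72e-15 for 1 gene at the lowest adjusted p, where the exact p is 3.45e-04. The paper's coefficient of variation of 0.419 is consistent with the library left out of the fit having been in the dispersion estimate, since all 34 libraries give 0.420 and the 33 give 0.332.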
